# Ursolic Acid Regulates Intestinal Microbiota and Inflammatory Cell Infiltration to Prevent Ulcerative Colitis

**DOI:** 10.1155/2021/6679316

**Published:** 2021-04-30

**Authors:** Qinsong Sheng, Fei Li, Guanping Chen, Jiacheng Li, Jing Li, YiFan Wang, Yingyan Lu, Qun Li, Mingqian Li, Kequn Chai

## Abstract

Ulcerative colitis (UC) is a chronic and relapsing inflammatory bowel disorder in the colon and rectum leading to low life-quality and high societal costs. Ursolic acid (UA) is a natural product with pharmacological and biological activities. The studies are aimed at investigating the protective and treatment effects of UA against the dextran sulfate sodium- (DSS-) induced UC mouse model and its underlying mechanism. UA was orally administered at different time points before and after the DSS-induced model. Mice body weight, colon length, and histological analysis were used to evaluate colon tissue damage and therapeutic evaluation. Intestinal transcriptome and microbe 16 s sequencing was used to analyze the mechanisms of UA in the prevention and treatment of UC. The early prevention effect of UA could effectively delay mouse weight loss and colon length shorten. UA alleviated UC inflammation and lowered serum and colon IL-6 levels. Three classical inflammatory pathways: MAPKs, IL-6/STAT3, and PI3K were downregulated by UA treatment. The proportion of macrophages and neutrophils in inflammatory cell infiltration was reduced in UA treatment groups. UA could significantly reduce the richness of intestinal flora to avoid the inflammatory response due to the destruction of the intestinal epithelial barrier. The function of UA against UC was through reducing intestinal flora abundance and regulating inflammatory and fatty acid metabolism signaling pathways to affect immune cell infiltration and cytokine expression.

## 1. Introduction

Ulcerative colitis (UC) is a chronic and relapsing inflammatory bowel disorder in the colon and rectum, which can induce recurrent episodes of bloody diarrhea, abdominal pain, and even colorectal cancer [1]. The unhealthy lifestyle, gut microbiota, and genetic factors may be the main cause of the pathogenesis of UC [2]. At present, many drugs are used to treat UC including aminosalicylates, corticosteroids, immunosuppressants, and biological reagents; however, a large of patients are still ineffective or have more side effects [3]. Therefore, new therapeutic strategies for UC need to be developed.

Ursolic acid (UA), purified from medicinal plants and foods such as lavender and apple peel, is a natural pentacyclic triterpenoid carboxylic acid with pharmacological and biological activities [4]. The UA may possess broad-spectrum anticancer effects by promoting the apoptosis and autophagy of cancer cells to inhibit cell growth [5–9]. The anti-inflammation mechanisms of UA are reported to inhibit the production of proinflammatory cytokines such as IL6, IL1*β*, and TNF and reduced the high nuclear level of NF*κ*B p65 [10–13]. UA can reduce transaminase (AST and ALT) levels and fat accumulation to protect against liver diseases [14–16]. Moreover, UA showed antibacterial activity to reduce bacterial biofilm mass of Streptococcus mutants, Pseudomonas aeruginosa, Actinomyces viscosus, etc. and has a synergistic effect against both Staphylococcus aureus and Bacillus cereus with ampicillin and tetracycline [17, 18]. The antibacterial activities of UA are realized by destroying the integrity of the bacterial membrane and inhibiting the metabolic and protein synthesis pathway [19]. Meanwhile, UA can improve intestinal flora imbalance and play a protective role in the intestinal tract of liver fibrosis mice [20–22]. The character of UC is intestinal immune imbalance and intestinal microbial disorder [23, 24]. The infiltration of macrophage, dendritic cells, and T cells plays crucially important roles in the dextran sulfate sodium- (DSS-) induced mouse UC model [25–27]. The commensal bacteria diversity in UC patient pattern decreases, particularly in Firmicutes and Bacteroides, but some bacterial species are a relative increase like Enterobacteriaceae [28–30].

In our study, we hypothesized that UA may improve the microenvironment of intestinal flora and regulate the infiltration of immune cells to prevent ulcerative colitis. So, we used the DSS-induced mouse UC model to investigate the protective effects of UA against ulcerative colitis.

## 2. Materials and Methods

### 2.1. Reagents

Reagent-grade DSS salt (MW, 36-50 kDa, MP Biomedicals); UA (purity, 99.27%, MedChemExpress); Fast DNA Spin Kit for feces (6570200, MP Biomedicals); Qiagen RNeasy Kit (74104, Qiagen); BD™ Cytometric Beads Array (BD).

### 2.2. DSS Induced the Mouse UC Model and UA Treatment

The 6-week-old C57/BL6 (male, 18-20 g) were provided and fed a basal diet at 24°C and 55% humidity with 14 : 10 light-dark cycle in SPF laboratory animal facility according to the approval of the Animal Ethics Committee of Zhejiang Academy of Traditional Chinese Medicine (KTSC20200058). After a week of adaptation, mice were divided into 4 groups (*n* = 8) according to the experimental plan. In our experiment, all mice were randomly divided into four groups: control group (Con group), model group (DSS group), preventive treatment group (UA + DSS group), and treatment group (DSS + UA group) (Figure 1(a)). The DSS-induced UC model was given 3% (w/v) DSS in the drinking water for 5 days ad libitum. UA (200 mg/kg body weight) was administered by oral gavage once a day for 7 days, commencing 24 hours before changing 3% (w/v) DSS of the drinking water in the UA + DSS group. In the DSS + UA group, UA (200 mg/kg body weight) was administered by oral gavage once a day for 4 days, commencing 3 days after changing 3%(w/v) DSS of the drinking water. The vehicle was administered by oral gavage in the Con group and DSS group. The mice were weighed daily. The mice were anesthetized to collect whole blood from the hearts of mice and sacrificed to collect rectal feces and colonic tissues for follow-up experiments.

### 2.3. Histopathological Analysis and Serum Cytokine Measurement

The colonic tissue of mice was fixed with 4% formalin, embedded in paraffin, and then stained with hematoxylin and eosin (HE). The score of Nancy index was performed according to the Marchal-Bressenot method [31]. The Nancy index is defined by 5 level classification ranging from grade 0 (no significant disease activity) to grade 4 (severely active disease). The whole blood in the EP tube was left at room temperature for more than one hour and centrifuged at 1500 g for 20 minutes, and the supernatant was the serum. The 9 cytokine (IL-6, IL-10, MCP-1, TNF, IFN-*γ*, IL-17, IL-2, GM-CSF, and IL-4) levels were measured using the BD™ Cytometric Beads Array (CBA) according to manufacturers' protocol.

### 2.4. Transcriptome Analysis of Colonic Tissues

Total RNA was isolated from 3 colonic tissues of each group using the Qiagen RNeasy kit following the manufacturers' protocol. RNA samples with good quality control (RIN values > 8) were sequenced using Hiseq-2500 by Novogene. The raw data of RNA-seq was inspected using FastQC and mapped to the reference genome (GRCm38). The read count of genes was calculated by Hisat2 [32]. The expression of genes was analyzed by principal component analysis (PCA). According to a different group, colon length, and Nancy index, all genes were clustered by weighted gene coexpression network analysis (WGCNA) [33]. The clusters of genes were annotated by GO and KEGG by clusterProfiler [34]. Based on the RNA-seq data, the immune cell inflation was analyzed by seq-ImmuCC, which is a tool of tissue transcriptome measuring cellular compositions of the immune microenvironment from mouse RNA-seq data [35].

### 2.5. Intestinal Microbiota 16S rRNA Sequence

The total DNA of the rectal feces was isolated using the Fast DNA Spin Kit for feces. The V4 region of the 16S rRNA gene was amplified and sequenced with the 515F/806R primer set by Illumina MiSeq platforms at Novogene. The operational taxonomic units (OTUs) and representative sequences for each OTU were obtained at 97% similarity by FLASH, QIIME, and UPARSE software [36–38]. The species of OTUs sequence were annotated at setting a threshold of 0.8 ~ 1 by the Mothur method and SILVA132 SSUrRNA database (http://www.arb-silva.de/) [39]. And then, the abundance of species, Alpha diversity of each group, was calculated by *R* software.

### 2.6. Real-Time RT-PCR

Briefly, 1 *μ*g of extracted RNA was reverse transcribed (Applied Biosystems) and amplified using the SYBR green PCR master mix (Roche 480). The relative quantification of the gene expression was calculated with the 2 − *ΔΔ*Ct method referring to Gapdh.

### 2.7. Immunoblot Analysis

The colonic tissues were washed with ice-cold PBS and lysed with lysis buffer (20 mM Tris at pH 7.5, 1 mM PMSF, 0.1% Triton X-100, and 10 *μ*g/ml aprotinin). The concentration of protein was determined using a BCA assay (Sangon Biotech), and 20 *μ*g of protein per lane was added on an 8-12% SDS-polyacrylamide gel. The protein electrophoretically transferred to a nitrocellulose membrane (0.1-*μ*M pore size). The proteins were detected using rabbit polyclonal antibodies against mouse Tgfb-1, Col1a1, Itga5, and Gapdh (Proteintech Group) as primary antibodies and peroxidase-conjugated anti-rabbit IgG (Proteintech Group) as a secondary antibody. Protein was detected by an enhanced chemiluminescence system (ECL) and exposure to X-ray film.

### 2.8. Statistical Analysis

The Image-Pro Plus software was used to calculate the score of Nancy index. Image production and data analysis were performed using GraphPad Prism and *R* software. All data are presented as mean ± SD or SEM. The number of each experimental group was at least 3 samples to ensure confidence in the results. Student's *t*-test and Kruskal-Wallis *H* test were used to analyze the significant differences between groups. ^∗^*P* < 0.05 was considered significant. ^∗∗^*P* < 0.01 was considered extremely significant.

## 3. Results

### 3.1. Ursolic Acid Attenuated DSS-Induced Ulcerative Colitis of Mice

To investigate the effect of UA on prevention and treatment for UC, the DSS-induced mouse UC model was performed by oral administration of UA before and after DSS treatment. Early intervention with UA (UA + DSS group) was able to alleviate DSS-induced weight loss and shortening the colon in mice (Figure 1). However, the DSS + UA group only reduced DSS-induced shortening of the colon in mice for UA treatment five days (Figure 1). The histopathology of the colon was evaluated by the score of Nancy index and HE. The Nancy index of the UA + DSS group and DSS + UA was significantly lower than the DSS group (Figure 2(b)). The 3% DSS induced severe mucosal and epithelial cell structural damage and inflammation response (Figure 2). However, the mucosal epithelium was more intact and regularly arranged between the UA + DSS and DSS + UA groups than the DSS group (Figure 2(a)). The UA also reduced the level of proinflammatory factor IL6 in serum (Figure 2(c)). So, our results implied that UA had protective and therapeutic effects on colon damage and inflammation.

### 3.2. Core Gene Expression Characteristics of UA Attenuated DSS-Induced Mouse UC

To state the molecular mechanism of UA treatment on UC, we analyzed the transcriptome of four groups (Con, DSS, UA + DSS, and DSS + UA) by high throughput sequencing (GSE150688). 

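Colon RNA of 3 male C57BL/6 mice from each of the 4 groups was sequenced. DSS (dextran sulfate sodium, which injures the colon epithelium) was given at 3% (w/v) in the drinking water for 5 days, and UA (ursolic acid, a plant triterpenoid) at 200 mg/kg by gavage. In the UA+DSS group UA began 1 day before DSS and in the DSS+UA group 3 days after it. The methods give 7 and 4 days of UA for these groups, and the discussion 9 and 5 days. For the Con group the sample labels give no treatment where the methods give gavage of the vehicle, and for the RNA the labels name Trizol where the methods name the RNeasy kit. The authors mapped the reads to the mouse genome GRCm38 and took read counts of genes from Hisat2. The deposited values are whole-number read counts per Ensembl gene, not normalized. The total count per sample was 17647392 to 19498383 (median 19069949) in Con, 18399693 to 19204729 (median 19056236) in DSS, 15566216 to 18862254 (median 16628284) in UA+DSS and 18284364 to 18570399 (median 18568940) in DSS+UA.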

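Of the 54532 genes in each file, the 17658 that passed edgeR's filterByExpr held 99.8% of the counts. Counts were scaled by TMM factors, which ranged from 0.871 to 1.09, and values are given as CPM (counts scaled to a library of fixed size). Each comparison used edgeR's quasi-likelihood test in 1 fit of all 12 samples with a shared estimate of the spread (biological coefficient of variation 0.352). The SE given is the absolute log2 fold change divided by the square root of that test's F. It is not a standard error of the fitted coefficient and gives no interval, least of all for genes near 0 counts. An edgeR adjusted p is adjusted over the tested genes by the Benjamini-Hochberg method, and a gene is called changed under 0.05. In counts simulated for DSS against Con without any other difference, 72.0% of 200 genes planted at a log2 fold change of 2 were called, and 5.50% at a log2 fold change of 1, with 3 of 147 and 0 of 11 calls false. For UA+DSS against DSS these were 76.5% and 3.00%, with 10 of 163 and 3 of 9 (33.3%) calls false, and for DSS+UA against DSS 68.0% and 8.50%, with 7 of 143 and 0 of 17 false. The alternatives given beside a result are other scaling factors, other low-count filters, DESeq2, limma-voom, a fit of only the 2 groups compared and leaving out each library in turn, all chosen before the data were examined. A library is named by its group and replicate (DSS 2 is replicate 2 of the DSS group), a range beside a result is that of its adjusted p over the alternatives that give one (DESeq2 gives none for some genes with an outlying count), and genes are placed on GRCm38 (chromosome:start-end). Where a gene overlaps another, or other genes share 10% or more of its stretches of 50 bases, its counts are uncertain. With the library size alone as scaling factor, the median log2 fold change of all genes moved by -0.14 in DSS+UA against DSS and by -0.097 to 0.079 in the others.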

The Con and UA + DSS groups were clustered, while DSS and DSS + UA groups were individually separated according to transcriptomic data by PCA analysis (Figure 3(a)). 

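Principal components were computed from log2 CPM (prior count 2) of the 17658 genes, centred and not scaled. PC1 held 39.6% and PC2 20.0% of the variance. On PC1 the Con samples lay between -86.2 and -50.7 and the UA+DSS samples between -66.7 and -39.8. The DSS samples lay between 51.8 and 113 and the DSS+UA samples between 24.5 and 47.7. On PC2 the DSS+UA samples lay between 39.5 and 55.6, the UA+DSS samples between -49.0 and -33.0 and the DSS samples between -48.2 and -7.93, while the Con samples spread over 84.6, 8.47 and -18.1. The mean Euclidean distance over all tested genes between a Con and a UA+DSS sample was 122 (89.7 to 167 over 9 pairs). Among the Con samples it was 118 (84.0 to 134 over 3 pairs), and among the UA+DSS samples 87.8. By Euclidean distance the nearest other sample of every sample belonged to its own group. By chi-square per degree of freedom between libraries, Con 3 was nearest to UA+DSS 3 (39.5, against 51.6 to Con 2). By that measure DSS 1 was nearest to DSS+UA 1 (79.5, against 99.9 to DSS 3). Group means took 60.4% of the variance (pseudo-F 4.06, exact permutation p = 6.49e-05, the smallest the groupings allow). Without any 1 library the pseudo-F stayed between 3.50 and 4.22.

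**Figure D1:**
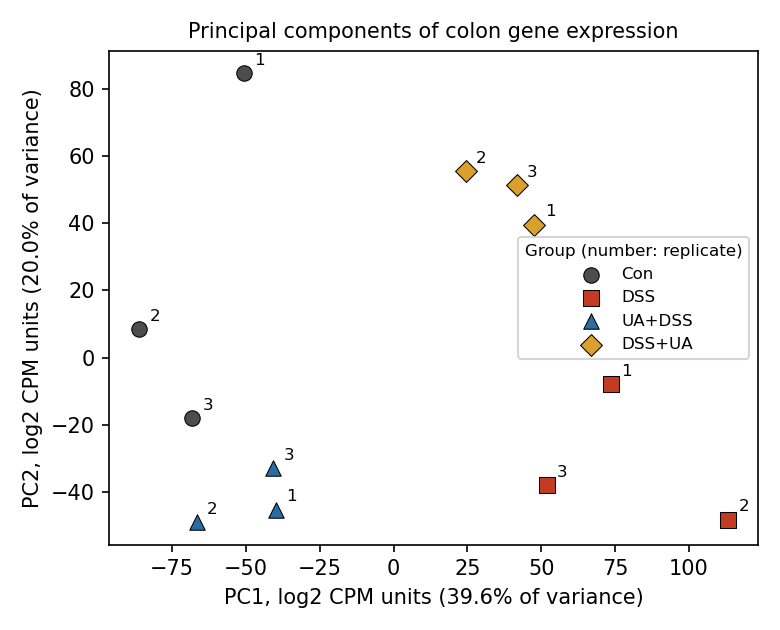
Scores of the 12 samples on PC1 (x axis, 39.6% of the variance) and PC2 (y axis, 20.0%) of log2 CPM, 1 point per sample and 1 colour per group. The Con and UA+DSS samples lie below 0 on PC1 and the others above 0.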

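edgeR called 4688 genes changed between the DSS and Con groups, 2459 raised and 2229 lowered in the DSS group. Between the UA+DSS and DSS groups it called 3300 (1450 raised, 1850 lowered), and between the DSS+UA and DSS groups 1331 (448 raised, 883 lowered). Between the UA+DSS and Con groups edgeR called 1 gene, with 2132 genes at an unadjusted p under 0.05, while DESeq2 called 376 and limma-voom 0. It was Osr2, looked up after its values were seen. The libraries of the groups did not overlap for 4492 of the 4688 genes changed in DSS against Con, 3243 of the 3300 in UA+DSS against DSS and 1323 of the 1331 in DSS+UA against DSS. Over all tested genes that share was 41.3%, 42.8%, 34.7% and, for UA+DSS against Con, 20.6%, where chance gives 10% for 3 against 3. For UA+DSS against DSS edgeR called 183 genes without UA+DSS 2, all of them among the 3300, and 1936, 1390, 1722 and 1816 without UA+DSS 1, UA+DSS 3, DSS 1 and DSS 2. For DSS+UA against DSS it called 25 without DSS+UA 3, 142 without DSS+UA 2 and 397 without DSS 2. DSS against Con gave 2894 without Con 2 and 3087 without DSS 1. For UA+DSS against Con it called 0 without any 1 Con library, UA+DSS 1 or DSS+UA 1 or 2, 4 without UA+DSS 2 and 2 without UA+DSS 3 or DSS 2. With the library size alone as scaling factor, 12.2% of the calls in DSS+UA against DSS were raised (140 raised, 1003 lowered), against 33.7% with TMM.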

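A score of position along the colon, the mean log2 CPM of 5 genes expressed toward the rectum (Hoxb13 and Hoxd10 to Hoxd13) minus that of 6 expressed toward the caecum (Hoxb3 to Hoxb8), was computed after seeing the data. Its means were 0.22 (Con), 1.60 (DSS), -4.91 (UA+DSS) and 4.55 (DSS+UA). With this score as a covariate, edgeR called 3 genes changed in UA+DSS against DSS, 199 in DSS+UA against DSS and 5382 in DSS against Con. The 3 were Il1r1, Gm8989 and Mnx1, so the other genes given below as changed in UA+DSS against DSS lost their calls. The alternatives and ranges given beside results leave the score out. Con 1, 2 and 3 had scores of 5.53, -3.03 and -1.83.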

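The 3 raised and the 3 lowered most are given for each comparison with DSS. They are taken among the called genes with a mean log2 CPM of at least 1 and no overlap between the groups. In DSS against Con the 3 raised most were Cxcl2 (ENSMUSG00000058427, 5:90903871-90905938), S100a9 (ENSMUSG00000056071, 3:90692632-90695721) and Cxcl3 (ENSMUSG00000029379, 5:90786103-90789600). These places follow the fitted log2 fold changes (17.1, 16.0 and 14.9). The counts do not secure that of Cxcl3, whose bound is under the ratio of 7725 for Cxcr2. Cxcl2 averaged 944 ± 1505 CPM and Cxcl3 215 ± 343 CPM in DSS (SD, n = 3), with no count in any Con library. Against a floor of 3 counts over the group, Cxcl2 was at least 17648-fold and Cxcl3 at least 4009.6-fold higher (edgeR adjusted p = 0.00813 and 0.00746), and without DSS 2 at least 1404-fold and 308-fold (without any other library at least 11559.6-fold and 2626-fold). S100a9 had 2 counts over the Con group and 161255 over the DSS group, a ratio of 75515 (95% interval 20904 to 623558 for counting error, edgeR adjusted p = 0.00269). It was 7980 (2209 to 65902) without DSS 2, at least 33552 without Con 3 and 49463 or more without any other library. Over their alternatives Cxcl2 and S100a9 had adjusted p of at most 0.0457 and 0.0228. Cxcl3 was over 0.05 by limma-voom and in the 2-group fit (range 0.00135 to 0.0758). The 3 lowered most were C1qtnf3 (ENSMUSG00000058914, 15:10952332-10980150), 5430427M07Rik (ENSMUSG00000085004, 12:91045848-91079907) and Gm27149 (ENSMUSG00000098426, 7:106091210-106092475). They averaged 0.890 ± 0.511, 0.428 ± 0.395 and 0.927 ± 0.212 CPM in DSS and 26.7 ± 6.27, 12.3 ± 3.96 and 20.6 ± 12.2 CPM in Con, with log2 fold changes of -4.90, -4.81 and -4.46 (SE 1.36, 0.88 and 0.63, edgeR adjusted p = 0.0251, 0.00470 and 0.00229). 5430427M07Rik and Gm27149 stayed under 0.05 in every alternative (at most 0.0216 and 0.0146). C1qtnf3 lost its call without Con 2 and 3 (0.0583 and 0.0509) and DSS 1, 2 and 3 (0.0660, 0.0847 and 0.0562) and with no filter (range 0.00138 to 0.0847). Without DSS 1 the log2 fold change was -5.84 (5430427M07Rik). Other genes share 100% of the sequence of Gm27149.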

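In UA+DSS against DSS, the 3 raised most were Ugt2b5 (ENSMUSG00000054630, 5:87124960-87140318), Abca12 (ENSMUSG00000050296, 1:71242276-71414910) and Nts (ENSMUSG00000019890, 10:102481756-102490486). They averaged 45.4 ± 19.5, 98.5 ± 36.8 and 45.8 ± 29.1 CPM in UA+DSS and 0.678 ± 0.653, 2.21 ± 3.66 and 1.29 ± 1.07 CPM in DSS (SD, n = 3), with log2 fold changes of 6.06, 5.49 and 5.14 (SE 1.56, 1.72 and 1.33, edgeR adjusted p = 0.0261, 0.0488 and 0.0267). Adjusted p of Ugt2b5, from 0.00645 to 0.0925, passed 0.05 without DSS 1, 2 and 3 (0.0741, 0.0597 and 0.0566) and UA+DSS 1, 2 and 3 (0.0544, 0.0925 and 0.0544), by limma-voom and with no filter. Abca12 lost its call without DSS 1 and 2 (0.118 and 0.130) and UA+DSS 1, 2 and 3 (0.0991, 0.130 and 0.0893), with library size only, by limma-voom, with no filter and in the 2-group fit (range 0.0170 to 0.151). Nts was over 0.05 without DSS 1, 2 and 3 (0.0720, 0.0635 and 0.0547) and UA+DSS 1 and 2 (0.0675 and 0.0849) and with no filter (range 0.00132 to 0.0849). Without DSS 2 log2 fold changes were 7.06 (Ugt2b5) and 5.82 (Nts), and without DSS 3 9.87 (Abca12). Other genes share 41.7% of the sequence of Ugt2b5. With the position score as a covariate their log2 fold changes were -0.40, -2.44 and -0.79. The 3 lowered most were Hoxd13 (ENSMUSG00000001819, 2:74668310-74671599), Acod1 (ENSMUSG00000022126, 14:103046977-103056573) and Cxcl2. Hoxd13 had 3 counts over the UA+DSS group and 2457 over the DSS group, a ratio of 689 (95% interval 236 to 3345, edgeR adjusted p = 0.0486). It was 211 (71.7 to 1026) without DSS 1, 1428 (256 to 56445) without UA+DSS 1 and 432 (148 to 2097) without UA+DSS 3. Acod1 averaged 0.994 ± 0.842 CPM in UA+DSS and 563 ± 939 CPM in DSS, and Cxcl2 1.72 ± 2.23 CPM in UA+DSS, with log2 fold changes of -9.11 and -9.07 (SE 2.02 and 2.09, edgeR adjusted p = 0.0166 and 0.0228). Adjusted p of Hoxd13, from 8.76e-05 to 0.236, passed 0.05 without DSS 1 and 2 (0.124 and 0.0934) and UA+DSS 1, 2 and 3 (0.118, 0.160 and 0.142), with library size only, by limma-voom and with no filter. Acod1 lost its call without UA+DSS 1, 2 and 3 (0.0520, 0.0801 and 0.0550), by limma-voom, with no filter and in the 2-group fit (range 0.00799 to 0.158). Cxcl2 was over 0.05 without UA+DSS 1, 2 and 3 (0.0749, 0.0941 and 0.0540), with no filter and in the 2-group fit (range 0.0170 to 0.0941). Without DSS 2 log2 fold changes were -4.36 (Acod1) and -5.42 (Cxcl2), and without UA+DSS 3 -9.78 (Acod1) and -11.03 (Cxcl2).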

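In DSS+UA against DSS, the 3 raised most were Gsdmc4 (ENSMUSG00000055748, 15:63891264-63912297), Cox7a1 (ENSMUSG00000074218, 7:30184144-30186078) and Cfap52 (ENSMUSG00000020904, 11:67924806-67965651). They averaged 379 ± 187, 22.8 ± 12.3 and 2.03 ± 1.15 CPM in DSS+UA and 88.4 ± 52.2, 6.79 ± 1.55 and 0.613 ± 0.261 CPM in DSS (SD, n = 3), with log2 fold changes of 2.10, 1.74 and 1.71 (SE 0.56, 0.44 and 0.45, edgeR adjusted p = 0.0473, 0.0403 and 0.0459). Adjusted p of Gsdmc4, from 0.00175 to 0.152, passed 0.05 without DSS 2 and 3 (0.121 and 0.0872) and DSS+UA 2 and 3 (0.152 and 0.145), with library size only, with no filter, in the 2-group fit and with upper-quartile factors. Cox7a1 lost its call without DSS 1, 2 and 3 (0.0705, 0.119 and 0.0510) and DSS+UA 2 and 3 (0.154 and 0.111), by limma-voom and in the 2-group fit (range 0.00227 to 0.154). Cfap52 was over 0.05 without DSS 2 and 3 (0.133 and 0.0878) and DSS+UA 1, 2 and 3 (0.0528, 0.177 and 0.0981), with library size only, by limma-voom, with no filter, in the 2-group fit and with upper-quartile factors (range 0.00575 to 0.177). Without DSS+UA 2 the log2 fold change was 1.11 (Cfap52). The 3 lowered most were Igkv4-53 (ENSMUSG00000095753, 6:69648824-69649363), Ighv6-3 (ENSMUSG00000076677, 12:114391712-114392169) and Dio2 (ENSMUSG00000007682, 12:90724552-90738438). They averaged 1.88 ± 0.854, 6.61 ± 3.68 and 1.74 ± 1.29 CPM in DSS+UA and 98.6 ± 43.9, 143 ± 133 and 29.8 ± 14.0 CPM in DSS, with log2 fold changes of -5.71, -4.43 and -4.08 (SE 0.93, 1.04 and 1.00, edgeR adjusted p = 0.0134, 0.0363 and 0.0401). Adjusted p of Igkv4-53, from 6.52e-12 to 0.0929, passed 0.05 without DSS+UA 2 and 3 (0.0504 and 0.0929). Ighv6-3 lost its call without DSS 3 (0.0585) and DSS+UA 1, 2 and 3 (0.0596, 0.124 and 0.131), by limma-voom, with no filter and in the 2-group fit (range 9.89e-06 to 0.131). Dio2 was over 0.05 without DSS 2 and 3 (0.0899 and 0.0574) and DSS+UA 1, 2 and 3 (0.0676, 0.109 and 0.121), with no filter and in the 2-group fit (range 1.31e-04 to 0.121). Without DSS 3 the log2 fold change was -3.50 (Ighv6-3). Cfap52 overlaps 9130017K11Rik and Dio2 overlaps Gm26512 in antisense. Other genes share 39.0%, 39.6% and 14.0% of the sequence of Gsdmc4, Igkv4-53 and Ighv6-3.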

The specific gene coexpression modules of four different treatment groups were analyzed by WGCNA. The 15 gene coexpression modules were found using calculating parameter (power = 14 and mergecutheight = 0.25) (Figure 1S and Table 1S). 

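The copy of Table 1S used here lists 13636 genes in 14 modules, with 59 (cyan) to 3242 (turquoise) genes each, and 13564 of them were matched to the deposited counts. Because 1 of the 15 modules is not in that copy, no overlap or enrichment test was run on the modules. The eigengene of each listed module, the first principal component of the standardized log2 CPM of its genes, was correlated with membership of each group, 56 correlations in all. Exact permutation over the 220 ways to choose 3 of 12 samples gives a p of at least 0.00455. None of the 56 passed an adjusted p of 0.05 (Benjamini-Hochberg), and the smallest adjusted p was 0.0636. That is the value of the correlations at the floor itself, so even a module that separates its group fully could not pass. The lack of a call is therefore no evidence against a correlation. The modules were built from these same samples, so the correlations are not independent evidence for them.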

The gene expression profile of the black module was significantly positively correlated with the DSS group (correlation = 0.97, *P* value = 2*e* − 07). 

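The black module's eigengene, over 1064 matched of 1067 genes, held 60.7% of their variance. It lay at 0.439 to 0.510 in the 3 DSS samples and at -0.347 to -0.0402 in the Con, -0.187 to 0.00284 in the UA+DSS and -0.217 to -0.104 in the DSS+UA samples. Its Pearson correlation with the DSS group was 0.945 (exact p = 0.00455, the smallest possible, adjusted p = 0.0636), and Spearman's rho was 0.753 (exact p = 0.00909, adjusted p = 0.0727). Without DSS replicates 2 and 3, the samples farthest from the median, r was 0.868. Without any 1 library it stayed between 0.924 and 0.961.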

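Among the chemokine and cytokine genes that the paper names, Ccl2 (ENSMUSG00000035385, 11:82035571-82037453), Ccl7 (ENSMUSG00000035373, 11:82045712-82047525), Ccl11 (ENSMUSG00000020676, 11:82057823-82062955) and Pf4 (ENSMUSG00000029373, 5:90772435-90773383) are in the black module. They averaged 38.6 ± 19.8, 29.8 ± 12.2, 92.2 ± 38.5 and 43.1 ± 13.0 CPM in DSS and 0.964 ± 0.0968, 1.40 ± 0.444, 19.1 ± 7.59 and 10.7 ± 5.58 CPM in Con (SD, n = 3), with log2 fold changes of 5.31, 4.41, 2.27 and 2.01 (SE 0.62, 0.67, 0.45 and 0.48, edgeR adjusted p = 0.00132, 0.00275, 0.00652 and 0.0128). Ccr2 (ENSMUSG00000049103, 9:124101950-124113557), Csf1 (ENSMUSG00000014599, 3:107741048-107760469), Il33 (ENSMUSG00000024810, 19:29925114-29960718) and Il6st (ENSMUSG00000021756, 13:112464070-112510086) are in the black module. They averaged 43.7 ± 9.36, 37.6 ± 7.26, 85.7 ± 8.96 and 273 ± 44.6 CPM in DSS and 6.60 ± 0.706, 19.8 ± 7.62, 5.24 ± 3.33 and 82.7 ± 30.6 CPM in Con, with log2 fold changes of 2.73, 0.92, 4.03 and 1.72 (SE 0.43, 0.28, 0.50 and 0.28, edgeR adjusted p = 0.00285, 0.0351, 0.00135 and 0.00322). Il6 (ENSMUSG00000025746, 5:30013114-30019981) had 2 counts over the Con group and 860 over the DSS group, where it averaged 14.7 ± 10.4 CPM, a ratio of 403 (95% interval 111 to 3331, edgeR adjusted p = 0.00432). It was 264 (72.8 to 2182) without Con 1 and 244 (67.2 to 2027) without DSS 3. No alternative took Ccl2, Ccl7, Ccl11, Pf4, Ccr2, Il33, Il6st and Il6 over 0.05 (at most 0.00915, 0.0134, 0.0308, 0.0417, 0.0156, 0.0146, 0.0257 and 0.0230). Adjusted p of Csf1, from 0.0123 to 0.108, passed 0.05 without Con 2 (0.0794) and DSS 1, 2 and 3 (0.0513, 0.104 and 0.0526) and in the 2-group fit. Without Con 1 the log2 fold change was 4.67 (Il33).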

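Gene lists for 12 pathways and 14 cell types were written from general knowledge before the deposited values were seen, in place of KEGG, and tested with limma's camera at a preset correlation between genes of 0.01. DESeq2 and limma-voom are given where edgeR called 0 or their number of calls differs over 1.5-fold. Other splits of the same samples called up to 22 lists for DSS against Con, 16 for UA+DSS against DSS and 19 for DSS+UA against DSS. A camera call alone is therefore not specific to the treatment. Of the 195 genes of the cytokine-cytokine receptor interaction list, 151 were higher in DSS than in Con, at a median log2 fold change of 1.62 (camera adjusted p = 1.88e-14), and edgeR called 103 raised and 11 lowered (113 raised and 15 lowered adjusted over the list alone). For the PI3K-Akt list the median log2 fold change was 0.38 (camera adjusted p = 2.46e-05), 100 of 154 genes were higher in DSS than in Con, and edgeR called 54 raised and 14 lowered (63 raised and 16 lowered over the list alone). The MAPK list had a median log2 fold change of 0.32 (camera adjusted p = 1.24e-04), with 138 of 198 genes higher in DSS than in Con, and edgeR called 57 raised and 15 lowered (62 raised and 18 lowered over the list alone). Estimating the correlation from the data moved these most, to adjusted p = 0.223, 0.240 and 0.317, while fry, a test of a list's own genes alone, gave 0.00289, 0.00254 and 0.00639. Their adjusted p over all alternatives ran from 9.85e-17 to 0.223, 1.88e-06 to 0.240 and 7.02e-06 to 0.317. Of the 26 lists, camera called 15 in DSS against Con, 16 in UA+DSS against DSS and 16 in DSS+UA against DSS, and with an estimated correlation it called 0 in each (3, 3 and 5 at an unadjusted p under 0.05), where fry called 15, 10 and 9. Under fry 12, 10 and 9 of camera's calls held. Those that did not were B cell, CD8 T cell and interferon in DSS against Con, B cell, fatty acid metabolism, interferon, macrophage, pancreas acinar and smooth muscle in UA+DSS against DSS and fatty acid degradation, fatty acid metabolism, macrophage, neutrophil, pancreas acinar, plasma cell and smooth muscle in DSS+UA against DSS.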

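The genes with the smallest p in these lists were Osmr, Il1r1 and Il11 (cytokine), Hgf, Ereg and Il1r1 (MAPK) and Hgf, Ereg and Osmr (PI3K-Akt). Osmr (ENSMUSG00000022146, 15:6813577-6874969), Il1r1 (ENSMUSG00000026072, 1:40225080-40317257), Il11 (ENSMUSG00000004371, 7:4772373-4782859), Hgf (ENSMUSG00000028864, 5:16553495-16620152) and Ereg (ENSMUSG00000029377, 5:91074622-91093646) are in the black module. They had log2 fold changes of 2.31, 1.55, 7.48, 3.88 and 4.69 (SE 0.17, 0.16, 0.82, 0.39 and 0.52, edgeR adjusted p = 2.36e-04, 8.33e-04, 0.00117, 8.33e-04 and 0.00123). Osmr, Il1r1, Il11, Hgf and Ereg stayed under 0.05 in every alternative (at most 0.00889, 0.0146, 0.00889, 0.00696 and 0.00939). Without Con 1 the log2 fold change was 8.13 (Il11). Ereg overlaps Gm19610 in antisense. Hgf overlaps Gm43489 on the same strand.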

The genes of the black module were clustered into inflammation signaling pathways such as PI3K-Akt, MAPK, and cytokine interaction (Figure 3(b)). 

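Of the 75 genes of the ECM-receptor interaction list, 58 were higher in DSS than in Con, at a median log2 fold change of 0.67 (camera adjusted p = 1.20e-06), and edgeR called 28 raised and 1 lowered (29 raised and 2 lowered over the list alone). Its adjusted p ran from 3.77e-09 to 0.282 over the alternatives. For the TGF-β signaling list the median log2 fold change was 0.22 (camera adjusted p = 0.0978), 49 of 82 genes were higher in DSS than in Con, and edgeR called 18 raised and 7 lowered (the same over the list alone). The adjusted p ran from 0.0274 to 0.459 over the alternatives and was under 0.05 without DSS 1 (0.0463) and by fry (0.0274).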

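The 3 genes of the ECM-receptor list with the smallest p encode laminin chains. Lama1 (ENSMUSG00000032796, 17:67697259-67822647), Lamb1 (ENSMUSG00000002900, 12:31265234-31329644) and Lamc1 (ENSMUSG00000026478, 1:153218922-153332786) are in the black module. Log2 fold changes were 4.00, 1.37 and 2.04 (SE 0.57, 0.17 and 0.28, edgeR adjusted p = 0.00229, 0.00135 and 0.00221). In the TGF-β list they were Tgfb1, Rgmb and Acvr1c. Tgfb1 (ENSMUSG00000002603, 7:25687002-25705077) is in the black module, Rgmb (ENSMUSG00000048027, 17:15803188-15831039) in the yellow module and Acvr1c (ENSMUSG00000026834, 2:58267453-58357895) in no listed module. Tgfb1 averaged 82.4 ± 28.5 CPM in DSS and 19.0 ± 3.09 CPM in Con (SD, n = 3). They had log2 fold changes of 2.11, -1.22 and -3.16 (SE 0.28, 0.16 and 0.43, edgeR adjusted p = 0.00167, 0.00159 and 0.00199). Col1a1 (ENSMUSG00000001506, 11:94936224-94953042) and Itga5 (ENSMUSG00000000555, 15:103344286-103366763), a collagen and an integrin gene that the paper names, are in the black module. They averaged 595 ± 352 and 156 ± 57.2 CPM in DSS and 114 ± 41.7 and 44.8 ± 14.3 CPM in Con, with log2 fold changes of 2.39 and 1.80 (SE 0.63 and 0.43, edgeR adjusted p = 0.0199 and 0.0135). Lama1, Lamb1, Lamc1, Tgfb1, Rgmb and Acvr1c stayed under 0.05 in every alternative (at most 0.0214, 0.0191, 0.0227, 0.0214, 0.0227 and 0.0227). Adjusted p of Col1a1, from 3.54e-04 to 0.0726, passed 0.05 without Con 1 and 2 (0.0544 and 0.0726) and DSS 3 (0.0575) and with no filter. Itga5 lost its call without Con 2 (0.0522, lowest 3.60e-04). Without Con 3 the log2 fold change was 4.64 (Lama1). Acvr1c overlaps Gm13544 in antisense.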

The ECM (extracellular matrix) and TGF-*β* signaling pathway were activated by DSS (Figure 3(c)). The blue module was significantly positively correlated with the UA + DSS group (correlation = 0.64, *P* value =0.02) and negatively correlated with the DSS group (correlation = -0.61, *P* value =0.04) (Figure 1S). 

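The blue module's eigengene (2052 matched of 2068 genes, 61.4% of their variance) lay at 0.253 to 0.392 in the UA+DSS, -0.0982 to 0.374 in the Con, -0.282 to -0.0944 in the DSS+UA and -0.493 to -0.108 in the DSS samples. Its correlation with the UA+DSS group was r = 0.625 (exact p = 0.0364, adjusted p = 0.185). With the DSS group it was r = -0.633 (exact p = 0.0273, adjusted p = 0.153). Leaving out each library in turn gave r of 0.526 to 0.765 with the UA+DSS group and -0.726 to -0.505 with the DSS group.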

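The fatty acid metabolism list had a median log2 fold change of 0.16 (camera adjusted p = 0.0157), with 34 of 55 genes higher in UA+DSS than in DSS, and edgeR called 13 raised and 2 lowered (the same over the list alone). Its adjusted p ran from 0.00304 to 0.545 over the alternatives and was over 0.05 without DSS 2 (0.165). Of the 58 genes of the bile secretion list, 35 were higher in UA+DSS than in DSS, at a median log2 fold change of 0.37 (camera adjusted p = 0.00752), and edgeR called 14 raised and 8 lowered (23 raised and 10 lowered over the list alone). The adjusted p ran from 0.00154 to 0.462 over the alternatives. For the list of interferon-stimulated and virus-sensing genes the median log2 fold change was 1.17 (camera adjusted p = 2.25e-05), 43 of 50 genes were higher in UA+DSS than in DSS, and edgeR called 4 raised and 3 lowered (the same over the list alone), DESeq2 21 raised and 3 lowered. Its adjusted p ran from 9.59e-08 to 0.575 over the alternatives. With position score, chosen after seeing the data, adjusted p was 0.308 for fatty acid metabolism, 0.75 for bile secretion and 0.546, in the other direction, for the interferon list.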

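The smallest p in the fatty acid metabolism list were those of Acsl4, Ehhadh and Acadm. Acsl4 (ENSMUSG00000031278, X:142317993-142390535) is in the black module and Ehhadh (ENSMUSG00000022853, 16:21761287-21787807) in the blue module. Log2 fold changes were -1.58 and 1.52 (SE 0.21 and 0.24, edgeR adjusted p = 0.00628 and 0.00825). In the bile secretion list they were those of the bile acid transporter gene Slc10a2, Ugt2b34 and Abcb1b. Slc10a2 (ENSMUSG00000023073, 8:5083219-5105351) and Ugt2b34 (ENSMUSG00000029260, 5:86889767-86906937) are in the blue module and Abcb1b (ENSMUSG00000028970, 5:8798147-8866315) in no listed module. They had log2 fold changes of 4.07, 2.12 and -1.65 (SE 0.64, 0.34 and 0.28, edgeR adjusted p = 0.00902, 0.00836 and 0.00990). Irf5, Tmem173 and Tlr3 led the interferon list. Irf5 (ENSMUSG00000029771, 6:29526625-29541871) is in the black module and Tmem173 (ENSMUSG00000024349, 18:35733679-35740554) and Tlr3 (ENSMUSG00000031639, 8:45395665-45411080) in the blue module. Log2 fold changes were -1.94, -1.90 and 1.22 (SE 0.35, 0.40 and 0.28, edgeR adjusted p = 0.00999, 0.0145 and 0.0170). No alternative took Acsl4, Ehhadh, Slc10a2 and Ugt2b34 over 0.05 (at most 0.0307, 0.0436, 0.0390 and 0.0425). With the position score, chosen after seeing the data, none of them was called. Without UA+DSS 2 adjusted p was over 0.05 for Abcb1b, Irf5, Tmem173 and Tlr3, at 0.0508, 0.0565, 0.0657 and 0.0799, their highest (lowest 0.00103 or less). Without UA+DSS 2 the log2 fold change was 3.39 (Slc10a2). Abcb1b overlaps Gm5106, Irf5 overlaps Tnpo3 and Tlr3 overlaps Gm45542 in antisense. Other genes share 18.1% of the sequence of Abcb1b.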

The genes of the blue module were mapped into fatty acid metabolism, bile secretion, and virus infection pathways by KEGG analysis (Figures 4(a) and 4(c)–4(e)). 

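The eigengene of the red module in Table 1S (1201 matched of 1207 genes, 57.7% of their variance) lay at 0.0261 to 0.498 in the DSS+UA, 0.0775 to 0.155 in the UA+DSS, -0.291 to 0.187 in the Con and -0.635 to -0.105 in the DSS samples. With the DSS+UA group r was 0.553 (exact p = 0.0682, adjusted p = 0.273). It fell to r = 0.408 without DSS replicate 2 and DSS+UA replicate 2, the samples farthest from the median. With the DSS group r was -0.679 (exact p = 0.0136, adjusted p = 0.127), and r was -0.551 without the same samples. Without any 1 library r lay between 0.388 and 0.633 for the DSS+UA group and between -0.777 and -0.538 for the DSS group.

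**Figure D2:**
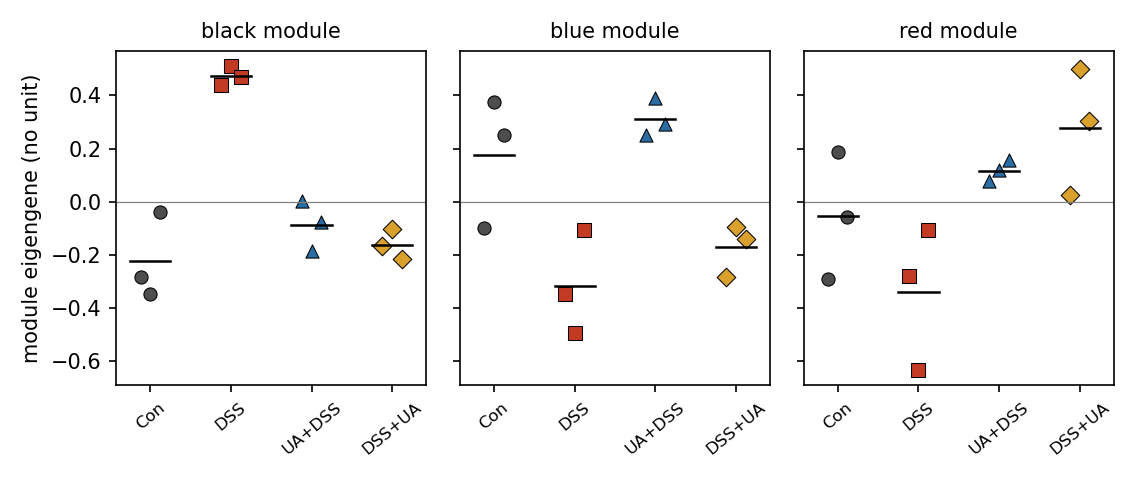
Eigengenes (y axis, no unit) of the black, blue and red modules in the 12 samples by group (x axis), 1 point per sample, with a line at each group's mean. The 3 DSS samples lie above all others for the black module.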

The red module was significantly positively correlated with the DSS + UA group (correlation = 0.59, *P* value = 0.05) and negatively correlated with the DSS group (correlation = −0.65, *P* value = 0.02) (Figure 1S). The genes of the red module were clustered into neurological disease, oxidative phosphorylation, and fatty acid metabolism in (Figure 4(b)). 

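The oxidative phosphorylation list had a median log2 fold change of 0.80 (camera adjusted p = 1.60e-26), with 106 of 111 genes higher in DSS+UA than in DSS, and edgeR called 50 raised (79 raised over the list alone). The adjusted p ran from 7.16e-32 to 0.199 over the alternatives. Of the 55 genes of the fatty acid metabolism list, 40 were higher in DSS+UA than in DSS, at a median log2 fold change of 0.41 (camera adjusted p = 0.00414), and edgeR called 4 raised and 3 lowered (4 raised and 4 lowered over the list alone), DESeq2 9 raised and 6 lowered. Its adjusted p ran from 2.29e-04 to 0.457 over the alternatives. The colon epithelium list was higher there too, at a median log2 fold change of 0.79, so a larger share of epithelium is not excluded.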

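Ndufb6, Ndufa11 and Ndufb3, which encode subunits of respiratory complex I, had the smallest p of the oxidative phosphorylation list. Ndufb6 (ENSMUSG00000071014, 4:40270591-40279421) is in the turquoise module and Ndufa11 (ENSMUSG00000002379, 17:56717767-56722141) and Ndufb3 (ENSMUSG00000026032, 1:58586384-58595964) in the red module. They had log2 fold changes of 1.01, 0.90 and 0.74 (SE 0.17, 0.17 and 0.15, edgeR adjusted p = 0.0134, 0.0202 and 0.0247). In the fatty acid metabolism list these were Acsl4, Elovl7 and Acadsb. Elovl7 (ENSMUSG00000021696, 13:108214404-108285683) is in the red module and Acadsb (ENSMUSG00000030861, 7:131410601-131448944) in the black module. Acsl4, Elovl7 and Acadsb had log2 fold changes of -1.25, 1.05 and -0.50 (SE 0.21, 0.22 and 0.12, edgeR adjusted p = 0.0134, 0.0260 and 0.0354). Ndufb6 was over 0.05 without DSS+UA 2 and 3 (0.0518 and 0.0548) and in the 2-group fit (range 1.01e-05 to 0.0607). Adjusted p of Ndufa11, from 1.87e-04 to 0.0929, passed 0.05 without DSS+UA 2 and 3 (0.0798 and 0.0929) and in the 2-group fit. Ndufb3 lost its call without DSS 2 (0.0577) and DSS+UA 2 and 3 (0.0857 and 0.0975) and in the 2-group fit (range 6.90e-04 to 0.0975). Elovl7 was over 0.05 without DSS+UA 2 and 3 (0.0862 and 0.104) and in the 2-group fit (range 6.48e-04 to 0.104). Adjusted p of Acadsb, from 6.90e-04 to 0.123, passed 0.05 without DSS 1, 2 and 3 (0.0591, 0.0554 and 0.0747) and DSS+UA 1, 2 and 3 (0.0732, 0.0907 and 0.107), with no filter and in the 2-group fit. Without DSS+UA 3 Acsl4 was over 0.05 (range 7.26e-06 to 0.0716). Ndufb6 overlaps Smim27 and Ndufa11 overlaps Vmac in antisense.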

Interestingly, We found gene modules (blue and red) associated with phenotypes that can be enriched to fatty acid metabolism in both the preventive treatment group (UA + DSS group) and treatment group (DSS + UA group) (Figures 4(a) and 4(b)). We also found that the gene expression of fatty acid metabolism and fatty acid degradation in the UA-treated group and the normal control group was higher than that in the DSS model group (Figure 4(c)). 

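In DSS against Con, the fatty acid degradation and fatty acid metabolism lists had median log2 fold changes of -0.50 and -0.26 (camera adjusted p = 0.0179 and 0.0621). In the DSS group 10 of 38 and 16 of 55 genes were higher, and edgeR called 2 raised and 13 lowered (fatty acid degradation) and 2 raised and 13 lowered (fatty acid metabolism). With p adjusted over the list alone these were 3 raised and 15 lowered (fatty acid degradation), and otherwise the same. Over the alternatives adjusted p ran from 0.00671 to 0.459 and 0.0109 to 0.550. For the fatty acid degradation list it was over 0.05 without Con 2 (0.0946) and DSS 2 (0.0556). For the fatty acid metabolism list it was under 0.05 without Con 1 (0.0205) and DSS 1 and 3 (0.0464 and 0.0109) and with at least 10 counts in every sample (0.0358). For the fatty acid degradation list the median log2 fold change was 0.66 (camera adjusted p = 3.92e-05), 28 of 38 genes were higher in UA+DSS than in DSS, and edgeR called 17 raised and 2 lowered (20 raised and 4 lowered over the list alone). The adjusted p ran from 1.59e-05 to 0.345 over the alternatives. The fatty acid degradation list had a median log2 fold change of 0.33 (camera adjusted p = 0.0194), with 29 of 38 genes higher in DSS+UA than in DSS, and edgeR called 1 raised and 3 lowered (the same over the list alone), DESeq2 5 raised and 4 lowered. Its adjusted p ran from 0.00353 to 0.541 over the alternatives and was over 0.05 without DSS 1 (0.0518) and DSS+UA 2 and 3 (0.0712 and 0.0693).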

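Among genes of fatty acid oxidation and synthesis, Cpt1a (ENSMUSG00000024900, 19:3322334-3385733), Acadm (ENSMUSG00000062908, 3:153922357-153944632) and Hadh (ENSMUSG00000027984, 3:131233419-131272101) are in the blue module. Fasn (ENSMUSG00000025153, 11:120805846-120824547) is in the red module. Cpt1a, Acadm, Hadh and Fasn averaged 255 ± 81.4, 175 ± 22.9, 307 ± 62.4 and 207 ± 23.0 CPM in Con and 142 ± 18.1, 75.2 ± 18.3, 135 ± 39.3 and 189 ± 91.2 CPM in DSS (SD, n = 3). In the UA+DSS group they averaged 309 ± 38.9, 181 ± 36.8, 338 ± 69.9 and 215 ± 55.5 CPM and in the DSS+UA group 172 ± 25.5, 122 ± 25.9, 237 ± 59.8 and 292 ± 21.9 CPM. In the same order, DSS against Con gave log2 fold changes of -0.84, -1.22, -1.18 and -0.13 (SE 0.23, 0.23, 0.28 and 0.33, edgeR adjusted p = 0.0219, 0.00536, 0.0114 and 0.792). Acsl4, Acadm and Ehhadh had the smallest p of the degradation list in this comparison, where Acsl4 and Ehhadh had log2 fold changes of 1.78 and -1.22 (SE 0.21 and 0.24, edgeR adjusted p = 0.00132 and 0.00576). Over their alternatives Acadm, Hadh, Acsl4 and Ehhadh had adjusted p of at most 0.0280, 0.0454, 0.0114 and 0.0308. Cpt1a was over 0.05 without Con 2 (0.0881) and DSS 1 and 2 (0.0762 and 0.0505) and in the 2-group fit (range 0.00511 to 0.0881). Log2 fold changes turned sign without DSS 2 (0.20) for Fasn. UA+DSS against DSS gave log2 fold changes of 1.12, 1.27, 1.32 and 0.19 (SE 0.23, 0.23, 0.28 and 0.33, edgeR adjusted p = 0.0137, 0.0104, 0.0140 and 0.727) for Cpt1a, Acadm, Hadh and Fasn. Without UA+DSS 2 adjusted p was over 0.05 for Cpt1a, Acadm and Hadh, at 0.0659, 0.0566 and 0.0689, their highest (lowest 2.18e-04 or less). The log2 fold change turned sign without DSS 2 (-0.15) for Fasn. DSS+UA against DSS gave log2 fold changes of 0.27, 0.70, 0.81 and 0.63 (SE 0.23, 0.23, 0.27 and 0.33, edgeR adjusted p = 0.449, 0.0776, 0.0833 and 0.225). Acadm was under 0.05 without DSS 3 (0.0479) and by DESeq2 (range 0.0402 to 0.268). Over its alternatives Hadh ran from 0.0379 to 0.268 and was called by DESeq2.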

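In DSS against Con, the AMPK and FoxO lists had median log2 fold changes of -0.019 and 0.19 (camera adjusted p = 0.898 and 0.0753). In the DSS group 46 of 99 and 68 of 118 genes were higher, and edgeR called 10 raised and 11 lowered (AMPK) and 26 raised and 12 lowered (FoxO). When adjusted over the list alone these were 10 raised and 10 lowered (AMPK) and 27 raised and 13 lowered (FoxO). The AMPK list's mean log2 fold change was 0.072 and the test's direction down, so these differ in sign. Adjusted p over the alternatives ran from 0.337 to 0.991 and 0.0356 to 0.459. The direction of the AMPK list changed without Con 2 and 3 (0.621 and 0.819) and DSS 1 (0.903) and with library size only (0.991). For the FoxO list it was under 0.05 without Con 2 (0.0420) and DSS 1 (0.0356) and by fry (0.0359). In UA+DSS against DSS, the AMPK and FoxO lists had median log2 fold changes of 0.061 and -0.11 (camera adjusted p = 0.305 and 0.409). In the UA+DSS group 55 of 99 and 55 of 118 genes were higher, and edgeR called 16 raised and 10 lowered (AMPK) and 17 raised and 22 lowered (FoxO). With p adjusted over the list alone these were 17 raised and 11 lowered (AMPK) and 18 raised and 26 lowered (FoxO). Over the alternatives adjusted p ran from 0.200 to 0.616 and 0.224 to 0.681. In DSS+UA against DSS, the AMPK and FoxO lists had median log2 fold changes of 0.038 and -0.29 (camera adjusted p = 0.961 and 0.0120). In the DSS+UA group 51 of 99 and 42 of 118 genes were higher, and edgeR called 1 raised and 5 lowered (AMPK) and 3 raised and 10 lowered (FoxO). When adjusted over the list alone these were 3 raised and 25 lowered (FoxO), and otherwise the same. DESeq2 called 3 raised and 13 lowered (AMPK) and 3 raised and 28 lowered (FoxO), and limma-voom 2 raised and 6 lowered (FoxO). The AMPK list's mean log2 fold change was -0.13 and the test's direction up, so these differ in sign. Adjusted p over the alternatives ran from 0.644 to 0.979 and 0.00376 to 0.372. The direction of the AMPK list changed without DSS 1 (0.800) and DSS+UA 2 and 3 (0.939 and 0.853), with at least 10 counts in every sample (0.761), by fry (0.806) and with library size only (0.826). For the FoxO list it was over 0.05 without DSS+UA 1 (0.0508).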

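Genes of the AMPK catalytic subunits (Prkaa1, Prkaa2), of FoxO transcription factors (Foxo1, Foxo3) and of the coactivator PGC-1α (Ppargc1a) were taken singly. Prkaa1 (ENSMUSG00000050697, 15:5143861-5181899), Prkaa2 (ENSMUSG00000028518, 4:105029874-105109890), Foxo3 (ENSMUSG00000048756, 10:42181841-42276755) and Ppargc1a (ENSMUSG00000029167, 5:51454250-51567726) are in the blue module and Foxo1 (ENSMUSG00000044167, 3:52268336-52353221) in the red module. Prkaa1, Prkaa2, Foxo1, Foxo3 and Ppargc1a averaged 81.0 ± 35.8, 147 ± 61, 27.2 ± 2.49, 105 ± 31.3 and 33.4 ± 3.69 CPM in Con and 68.8 ± 13.5, 71.8 ± 46.5, 34.6 ± 4.21, 71.3 ± 12.6 and 8.51 ± 2.21 CPM in DSS (SD, n = 3). The means were 116 ± 24.9, 195 ± 13.8, 32.0 ± 2.90, 128 ± 17.7 and 42.9 ± 26.5 CPM in UA+DSS and 55.6 ± 3.33, 81.0 ± 5.53, 25.6 ± 4.74, 62.5 ± 12.8 and 17.8 ± 3.22 CPM in DSS+UA. DSS against Con gave log2 fold changes of -0.23, -1.04, 0.35, -0.56 and -1.97 (SE 0.29, 0.42, 0.17, 0.24 and 0.39, edgeR adjusted p = 0.577, 0.0884, 0.140, 0.111 and 0.00608). The highest adjusted p of Ppargc1a over its alternatives was 0.0239. Prkaa2 was called without Con 1 (0.0384) and DSS 3 (0.00745) (range 0.00745 to 0.221). Foxo3 was under 0.05 without Con 1 (0.0291) (range 0.0291 to 0.340). Log2 fold changes turned sign without Con 2 (0.12) for Prkaa1. UA+DSS against DSS gave log2 fold changes of 0.75, 1.44, -0.11, 0.84 and 2.33 (SE 0.30, 0.42, 0.17, 0.24 and 0.39, edgeR adjusted p = 0.0969, 0.0383, 0.677, 0.0365 and 0.00972). The highest adjusted p of Ppargc1a over its alternatives was 0.0399, but with the position score, chosen after seeing the data, it was not called. Prkaa2 lost its call without DSS 1 and 2 (0.119 and 0.0894) and UA+DSS 1, 2 and 3 (0.0860, 0.114 and 0.0775), with no filter and in the 2-group fit (range 0.00640 to 0.119). Foxo3 was over 0.05 without DSS 1 and 2 (0.122 and 0.0756) and UA+DSS 1, 2 and 3 (0.0686, 0.139 and 0.0686) (range 0.0148 to 0.139). Without DSS 3 log2 fold changes were 2.09 (Prkaa2), and without UA+DSS 2 1.75 (Ppargc1a). DSS+UA against DSS gave log2 fold changes of -0.31, 0.17, -0.44, -0.19 and 1.06 (SE 0.29, 0.41, 0.17, 0.24 and 0.38, edgeR adjusted p = 0.510, 0.808, 0.112, 0.631 and 0.0970). The log2 fold change turned sign without DSS 2 (-0.14) for Prkaa2. Foxo1 overlaps Gm20402 in antisense.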

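By smallest p in DSS against Con, the AMPK list was led by Eif4ebp1, Igf1 and Insr. Eif4ebp1 (ENSMUSG00000031490, 8:27260329-27276674) is in the green module, Igf1 (ENSMUSG00000020053, 10:87858265-87937042) in the black module and Insr (ENSMUSG00000005534, 8:3122061-3279617) in the turquoise module. Log2 fold changes were 1.44, 1.95 and -0.92 (SE 0.22, 0.34 and 0.18, edgeR adjusted p = 0.00267, 0.00383 and 0.00528). The FoxO list was led by Stat3, S1pr1 and Tgfb1. Stat3 (ENSMUSG00000004040, 11:100885098-100939540) is in the brown module and S1pr1 (ENSMUSG00000045092, 3:115710433-115715072) in the black module. They had log2 fold changes of 1.5 and 2.19 (SE 0.16 and 0.28, edgeR adjusted p = 8.68e-04 and 0.00144). No alternative took Eif4ebp1, Igf1, Insr, Stat3 and S1pr1 over 0.05 (at most 0.0274, 0.0247, 0.0308, 0.0202 and 0.0212). Stat3 overlaps Stat5a in antisense.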

Meanwhile, AMPK and FOXO signaling pathways were downregulated in the DSS group compared with UA treatment and Con groups (Figure 4(d)). These results suggested that the protection and treatment effect of UA on UC is mainly through the regulation of fatty acid metabolism.

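Of the 4688 genes changed in DSS against Con, 98.4% moved the opposite way in UA+DSS against DSS, and r between these log2 fold changes over genes, which are not independent replicates, was -0.927. Both comparisons use the same DSS libraries, which alone makes genes move back. Data without any effect of UA were therefore simulated 20 times, with the Con and DSS libraries simulated too. In these, 4617 to 4959 genes were called in DSS against Con, 60.3% to 62.2% of them moved back and r was -0.28 to -0.20. edgeR called 2525 of the genes back toward Con and 0 further away, where 6106 genes in all had an unadjusted p under 0.05 in UA+DSS against DSS. In DSS+UA against DSS 81.1% moved the opposite way, r was -0.787, and 731 were called back and 8 further away. There the simulations gave 60.1% to 62.8% and r of -0.29 to -0.23. The simulations draw each gene separately, but real genes deviate together in a library. In DSS 2 the green module's eigengene was 0.867, against 0.183 and 0.0710 in DSS 1 and 3. The simulated ranges leave such joint deviations out and may be too narrow. They therefore cannot show how far the observed shares and r lie beyond chance. Without any 1 library or under another setting, the shares stayed between 96.7% and 99.4% for the UA+DSS group and between 76.7% and 87.9% for the DSS+UA group. With the position score the DSS+UA share was 73.6%. Whether the UA groups differ in this share was not tested. The colon epithelium list was higher in UA+DSS and DSS+UA than in DSS. Median log2 fold changes were 0.73 and 0.79 (camera adjusted p = 0.00325 and 1.58e-05, and 0.107 in UA+DSS with the position score). A larger share of epithelium with UA was not tested. It and a regulation of fatty acid genes cannot be told apart here. From the higher expression of fatty acid metabolism and degradation genes with UA and in the Con than in the DSS group, together with the AMPK and FoxO pathways that it describes as lower in the DSS group, the paper proposes that UA acts on UC mainly by regulating fatty acid metabolism.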

### 3.3. UA Regulates Immune Cell Infiltration of DSS-Induced Mouse UC

To understand the composition of infiltrated immune cells in inflammatory microenvironments Figure 5(h) of different treatment groups, the transcriptomic data were analyzed by seq-ImmuCC. Compared with the Con group, the proportion of macrophages and neutrophils in the DSS group was significantly increased, while the proportion of CD4 T and dendritic cells was decreased significantly (Figures 5(a)–5(c)). 

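Lists of marker genes were tested in place of seq-ImmuCC, so the values are levels per total mRNA and not proportions of immune cells. In DSS against Con, the macrophage, neutrophil, CD4 T cell and dendritic cell lists had median log2 fold changes of 2.20, 12.63, 2.33 and 0.95 (camera adjusted p = 1.12e-04, 2.85e-07, 4.14e-04 and 0.165). In the DSS group 9 of 10, 8 of 8, 8 of 8 and 5 of 8 genes were higher, and edgeR called 8, 7, 5 and 2 raised. With p adjusted over the list alone these were 9, 8, 7 and 2 raised and 1, 0, 0 and 0 lowered. DESeq2 called 3 raised (neutrophil, 5 without a p), and limma-voom 3 raised (CD4 T cell). Over the alternatives adjusted p ran from 9.91e-06 to 0.394, 8.08e-16 to 0.282, 5.71e-05 to 0.414 and 0.0536 to 0.576. The neutrophil median was 9.61 without DSS 2 and 13.34 without Con 1, and the macrophage median 1.56 without DSS 1.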

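Markers of macrophages were Adgre1 (ENSMUSG00000004730, 17:57358691-57483527), Cd68 (ENSMUSG00000018774, 11:69664213-69666153), Csf1r (ENSMUSG00000024621, 18:61100598-61132149), Fcgr1 (ENSMUSG00000015947, 3:96282909-96293969) and Cd163 (ENSMUSG00000008845, 6:124304656-124330527). The means of Adgre1, Cd68 and Csf1r were 38.9 ± 14.9, 53.1 ± 15.0 and 155 ± 50.3 CPM in DSS and 10.5 ± 6.32, 7.71 ± 3.75 and 31.6 ± 16.0 CPM in Con (SD, n = 3), giving log2 fold changes of 1.89, 2.78 and 2.30 (SE 0.75, 0.48 and 0.51, edgeR adjusted p = 0.0849, 0.00391 and 0.0103). Fcgr1 and Cd163 had log2 fold changes of 2.75 and 3.72 (SE 0.55 and 0.74, edgeR adjusted p = 0.00648 and 0.00675). Over their alternatives Cd68, Csf1r, Fcgr1 and Cd163 had adjusted p of at most 0.0244, 0.0353, 0.0271 and 0.0471. Adgre1 was under 0.05 by DESeq2 (range 0.0217 to 0.222). Without DSS 1 the log2 fold change was 2.92 (Cd163). Markers of neutrophils were Ly6g (ENSMUSG00000022582, 15:75155240-75159126), S100a8 (ENSMUSG00000056054, 3:90668978-90670035), Csf3r (ENSMUSG00000028859, 4:126024550-126044440), Mmp9 (ENSMUSG00000017737, 2:164940780-164955850) and Cxcr2 (ENSMUSG00000026180, 1:74153989-74161246). The means of Ly6g, S100a8, Csf3r and Mmp9 were 259 ± 60.4, 2453 ± 3783, 239 ± 364 and 194 ± 259 CPM in DSS and 44.1 ± 59.2, 0.144 ± 0.139, 1.35 ± 0.582 and 0.767 ± 0.201 CPM in Con, giving log2 fold changes of 2.55, 14.00, 7.46 and 7.97 (SE 0.92, 2.18, 1.35 and 1.15, edgeR adjusted p = 0.0636, 0.00306, 0.00480 and 0.00250). Per library, Ly6g was at 112, 8.26 and 11.6 CPM in Con 1, 2 and 3, and S100a8 at 6821 CPM in DSS 2 and 221 and 317 CPM in DSS 1 and 3. S100a9 averaged 2695 ± 4169.9 CPM in DSS. Cxcr2 had 1 count over the Con group and 8248 over the DSS group, a ratio of 7725 (95% interval 1386 to 305159, edgeR adjusted p = 0.00279). It was 1133 (203 to 44821) without DSS 2, at least 1687 without Con 1 and 5148 or more without any other library. S100a8, Csf3r, Mmp9 and Cxcr2 stayed under 0.05 in every alternative (at most 0.0247, 0.0364, 0.0257 and 0.0454). Ly6g was called without Con 1 (0.00613), by DESeq2 and by limma-voom (range 0.00613 to 0.163). Without Con 1 log2 fold changes were 4.70 (Ly6g), without Con 2 14.81 (S100a8), and without DSS 2 10.81 (S100a8), 4.43 (Csf3r) and 5.85 (Mmp9). Csf1r overlaps Hmgxb3 in antisense. Other genes share 11.1% of the sequence of Csf3r.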

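Markers of CD4 T cells were Cd4 (ENSMUSG00000023274, 6:124864692-124888221), Icos (ENSMUSG00000026009, 1:60977927-61000320) and Cd5 (ENSMUSG00000024669, 19:10717116-10739002), and of dendritic cells Flt3 (ENSMUSG00000042817, 5:147330741-147400489), Zbtb46 (ENSMUSG00000027583, 2:181387762-181459426), Itgax (ENSMUSG00000030789, 7:128129547-128150657) and Batf3 (ENSMUSG00000026630, 1:191097847-191108945). Cd4, Icos and Cd5 averaged 25.5 ± 10.4, 13.0 ± 4.62 and 7.11 ± 3.31 CPM in DSS and 6.31 ± 2.68, 1.13 ± 0.307 and 1.44 ± 0.623 CPM in Con (SD, n = 3), with log2 fold changes of 2.02, 3.52 and 2.30 (SE 0.52, 0.57 and 0.58, edgeR adjusted p = 0.0169, 0.00303 and 0.0161). The means of Flt3, Zbtb46, Itgax and Batf3 were 6.59 ± 2.37, 4.88 ± 1.03, 23.0 ± 8.23 and 3.76 ± 1.84 CPM in DSS and 1.82 ± 0.703, 3.28 ± 0.558, 5.87 ± 2.14 and 1.5 ± 0.781 CPM in Con, giving log2 fold changes of 1.85, 0.57, 1.97 and 1.32 (SE 0.46, 0.29, 0.50 and 0.53, edgeR adjusted p = 0.0155, 0.155, 0.0169 and 0.0839). Over their alternatives Icos and Cd5 had adjusted p of at most 0.0146 and 0.0492. Adjusted p of Cd4, from 6.06e-04 to 0.0635, passed 0.05 without Con 1 and 2 (0.0528 and 0.0635) and DSS 1 (0.0577). Batf3 was called without DSS 3 (0.0372) and by DESeq2 (range 0.0372 to 0.226). Without Con 2 adjusted p was over 0.05 for Flt3 and Itgax, at 0.0560 and 0.0621, their highest (lowest 7.27e-04 or less).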

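In UA+DSS against DSS, the macrophage, neutrophil, CD4 T cell and dendritic cell lists had median log2 fold changes of -1.41, -7.21, -0.81 and -0.92 (camera adjusted p = 0.00441, 1.13e-05, 0.0822 and 0.176). In the UA+DSS group 1 of 10, 0 of 8, 1 of 8 and 2 of 8 genes were higher, and edgeR called 1 raised and 4 lowered (macrophage), 8 lowered (neutrophil) and 1 lowered (CD4 T cell). When adjusted over the list alone these were 1 raised and 5 lowered (macrophage), and otherwise the same. DESeq2 called 3 lowered (neutrophil, 5 without a p), and limma-voom 4 lowered (neutrophil). For the dendritic cell list edgeR called 0 (also over the list alone), DESeq2 1 and limma-voom 1, with 3 at an unadjusted p under 0.05. Adjusted p over the alternatives ran from 2.85e-04 to 0.483, 2.38e-11 to 0.345, 0.00398 to 0.575 and 0.0535 to 0.575. For the CD4 T cell list it was under 0.05 without DSS 3 (0.0278) and UA+DSS 1 (0.00398). The neutrophil median was -4.12 without DSS 2 and -8.40 without UA+DSS 3. In DSS+UA against DSS, the macrophage, neutrophil, CD4 T cell and dendritic cell lists had median log2 fold changes of -1.08, -3.67, -0.65 and -0.43 (camera adjusted p = 3.83e-04, 0.0156, 0.231 and 0.367). In the DSS+UA group 0 of 10, 1 of 8, 1 of 8 and 2 of 8 genes were higher, and edgeR called 1 lowered (macrophage), 1 lowered (neutrophil) and 1 lowered (dendritic cell). With p adjusted over the list alone these were 5 lowered (macrophage) and 7 lowered (neutrophil), and otherwise the same. DESeq2 called 5 lowered (macrophage) and 2 lowered (neutrophil, 5 without a p), and limma-voom 0 (neutrophil). For the CD4 T cell list edgeR called 0 (also over the list alone), DESeq2 0 (1 without a p) and limma-voom 0, with 1 at an unadjusted p under 0.05. Over the alternatives adjusted p ran from 1.89e-07 to 0.372, 6.03e-04 to 0.541, 0.0448 to 0.803 and 0.0452 to 0.803. For the neutrophil list it was over 0.05 without DSS 2 (0.0752) and DSS+UA 2 (0.0605) and with at least 10 counts in every sample (0.215). For the CD4 T cell list it was under 0.05 without DSS 3 (0.0448) and DSS+UA 2 (0.0492). For the dendritic cell list it was under 0.05 without DSS+UA 2 (0.0452). Here the neutrophil median was -0.53 without DSS 2 and the macrophage median -1.84 without DSS+UA 2.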

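In the UA+DSS group the macrophage genes Adgre1, Cd68 and Csf1r averaged 18.7 ± 13.0, 8.95 ± 2.09 and 44.6 ± 23.9 CPM (SD, n = 3), with log2 fold changes of -1.06, -2.57 and -1.80 (SE 0.73, 0.48 and 0.50, edgeR adjusted p = 0.338, 0.0112 and 0.0340) against DSS. There the neutrophil genes Ly6g, S100a8, S100a9 and Csf3r averaged 27.1 ± 23.8, 13.0 ± 12.5, 12.4 ± 11.1 and 3.23 ± 1.07 CPM, with log2 fold changes of -3.26, -7.56, -7.76 and -6.21 (SE 0.95, 1.63, 1.59 and 1.26, edgeR adjusted p = 0.0391, 0.0157, 0.0141 and 0.0137). Of the CD4 T and dendritic cell genes, Cd4, Flt3 and Zbtb46 averaged 13.6 ± 8.35, 3.14 ± 1.37 and 2.62 ± 0.683 CPM, with log2 fold changes of -0.91, -1.07 and -0.90 (SE 0.50, 0.45 and 0.29, edgeR adjusted p = 0.223, 0.118 and 0.0513). Csf1r lost its call without DSS 1 and 2 (0.0863 and 0.0916) and UA+DSS 2 and 3 (0.130 and 0.106), with no filter and in the 2-group fit (range 0.00242 to 0.130). Ly6g was over 0.05 without DSS 1 and 2 (0.0822 and 0.0953) and UA+DSS 1 and 2 (0.114 and 0.147) and with no filter (range 6.37e-04 to 0.147). In Con 1 Ly6g stood at 112 CPM with S100a8 at 0.155 CPM. Ly6g thus does not follow S100a8 in every library, and its fall alone does not show fewer neutrophils. Adjusted p of S100a8, from 0.00969 to 0.0804, passed 0.05 without UA+DSS 2 (0.0804) and in the 2-group fit. Csf3r lost its call without UA+DSS 2 (0.0732), by limma-voom and in the 2-group fit (range 0.00640 to 0.0732). Zbtb46 was under 0.05 without DSS 3 (0.0430), by DESeq2, with at least 10 counts in every sample and by limma-voom (range 0.0114 to 0.184). Cd68 and S100a9 lost their calls without UA+DSS 2 at 0.0617 and 0.0751, their highest (lowest 0.00824 or less). Without UA+DSS 3 log2 fold changes were -4.28 (Ly6g), -8.66 (S100a8) and -8.77 (S100a9), and without DSS 2 -4.37 (S100a8), -4.53 (S100a9) and -3.19 (Csf3r).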

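In the DSS+UA group the macrophage genes Adgre1, Cd68 and Csf1r averaged 16.8 ± 16.0, 20.3 ± 12.0 and 48.0 ± 18.0 CPM (SD, n = 3), with log2 fold changes of -1.21, -1.39 and -1.69 (SE 0.73, 0.46 and 0.50, edgeR adjusted p = 0.292, 0.0776 and 0.0609) against DSS. Its neutrophil genes Ly6g, S100a8, S100a9 and Csf3r averaged 325 ± 59.4, 194 ± 125, 203 ± 135 and 20.6 ± 10.4 CPM, with log2 fold changes of 0.33, -3.66, -3.73 and -3.54 (SE 0.87, 1.36, 1.32 and 1.09, edgeR adjusted p = 0.829, 0.106, 0.0941 and 0.0685). For the CD4 T and dendritic cell genes, Cd4, Flt3 and Zbtb46 averaged 14.2 ± 4.85, 4.33 ± 1.76 and 2.16 ± 0.0921 CPM, with log2 fold changes of -0.85, -0.60 and -1.17 (SE 0.50, 0.45 and 0.29, edgeR adjusted p = 0.276, 0.387 and 0.0395). Cd68 was called by DESeq2 and by limma-voom (range 0.0221 to 0.227). Csf1r was under 0.05 by DESeq2 and with at least 10 counts in every sample (range 0.00713 to 0.176). Over its alternatives Csf3r ran from 0.0387 to 0.550 and was called without DSS 1 and 3 (0.0460 and 0.0387). Zbtb46 lost its call without DSS 1 and 2 (0.0868 and 0.0934) and DSS+UA 1, 2 and 3 (0.0667, 0.112 and 0.132), with no filter and in the 2-group fit (range 0.00154 to 0.132). Without DSS 2 log2 fold changes were -0.46 (S100a8), -0.49 (S100a9) and -0.49 (Csf3r).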

The proportion of macrophages and neutrophils was decreased, and the proportion of CD4 T and dendritic cells was increased in the UA treatment group including UA + DSS and DSS + UA (Figures 5(a), 5(b), and 5(k)). The proportion of NK and CD8 T cells was significantly increased in the UA + DSS group (Figures 5(d) and 5(g)). 

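Of the 6 genes of the NK cell list, 4 were higher in UA+DSS than in DSS, at a median log2 fold change of 0.43 (camera adjusted p = 0.842), and edgeR called 0 (also over the list alone), DESeq2 0 and limma-voom 0, with 1 at an unadjusted p under 0.05. The adjusted p ran from 0.446 to 0.996 over the alternatives. The direction of the NK cell list changed without DSS 2 and 3 (0.982 and 0.951) and UA+DSS 1 and 2 (0.996 and 0.869). For the CD8 T cell list the median log2 fold change was -0.56 (camera adjusted p = 0.720), 2 of 5 genes were higher in UA+DSS than in DSS, and edgeR called 0 (also over the list alone), DESeq2 0 and limma-voom 0, with 0 at an unadjusted p under 0.05. Its adjusted p ran from 0.180 to 0.983 over the alternatives. The direction of the CD8 T cell list changed without DSS 2 (0.681) and UA+DSS 3 (0.763).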

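Of the NK cell list, Ncr1 (ENSMUSG00000062524, 7:4337724-4345164), Klrb1c (ENSMUSG00000030325, 6:128778485-128789215), Eomes (ENSMUSG00000032446, 9:118478212-118486132), Gzma (ENSMUSG00000023132, 13:113093825-113100981) and Klre1 (ENSMUSG00000050241, 6:129577905-129585827) were followed. They averaged 0.417 ± 0.349, 0.778 ± 0.541, 0.361 ± 0.259, 48.9 ± 44.3 and 0.893 ± 0.606 CPM in UA+DSS and 0.300 ± 0.0740, 0.571 ± 0.633, 1.06 ± 0.289, 9.50 ± 5.15 and 0.375 ± 0.479 CPM in DSS (SD, n = 3), with log2 fold changes of 0.44, 0.42, -1.51, 2.36 and 1.21 (SE 0.77, 0.95, 0.68, 1.2 and 1.25, edgeR adjusted p = 0.730, 0.792, 0.140, 0.191 and 0.535). The CD8 T cell genes were Cd8a (ENSMUSG00000053977, 6:71373427-71379173), Cd8b1 (ENSMUSG00000053044, 6:71322788-71337494), Cd3d (ENSMUSG00000032094, 9:44981786-44987339) and Cd3e (ENSMUSG00000032093, 9:44998740-45009627). They averaged 12.9 ± 6.66, 3.40 ± 1.25, 4.85 ± 3.03 and 3.96 ± 1.74 CPM in UA+DSS and 11.2 ± 8.40, 5.72 ± 4.37, 9.26 ± 5.48 and 5.84 ± 3.70 CPM in DSS, with log2 fold changes of 0.20, -0.75, -0.94 and -0.56 (SE 0.68, 0.64, 0.68 and 0.62, edgeR adjusted p = 0.864, 0.440, 0.361 and 0.566). Log2 fold changes turned sign without UA+DSS 2 (-0.30) and by limma-voom (-0.10) for Ncr1, without DSS 2 (-0.026) and UA+DSS 2 (-0.27) for Klrb1c, without DSS 3 (-0.28) and UA+DSS 1 and 2 (-0.016 and -0.041) for Cd8a. Eomes overlaps Gm33460 and Cd3e overlaps Gm48719 in antisense. Klrb1c overlaps Gm44511 on the same strand. Other genes share 17.0% of the sequence of Klrb1c.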

The proportion of mast cells was increased in the DSS + UA group (Figure 5(h)). These results suggested that UA could regulated immune cell infiltration in the UC mouse model.

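The mast cell list had a median log2 fold change of 0.94 (camera adjusted p = 0.796), with 5 of 7 genes higher in DSS+UA than in DSS, and edgeR called 0 (also over the list alone), DESeq2 0 (4 without a p) and limma-voom 0, with 0 at an unadjusted p under 0.05. The adjusted p ran from 0.224 to 0.968 over the alternatives. The direction of the mast cell list changed without DSS 2 (0.762) and DSS+UA 2 (0.224). The mast cell genes were Mcpt1 (ENSMUSG00000022227, 14:56017971-56020384), Mcpt2 (ENSMUSG00000022226, 14:56042041-56044642), Mcpt4 (ENSMUSG00000061068, 14:56059629-56062313), Cpa3 (ENSMUSG00000001865, 3:20215620-20242181), Tpsb2 (ENSMUSG00000033825, 17:25366305-25369098) and Cma1 (ENSMUSG00000022225, 14:55941451-55944675). They averaged 21.8 ± 31.1, 16.4 ± 22.2, 1.29 ± 1.55, 1.15 ± 1.08, 0.363 ± 0.450 and 14.2 ± 5.96 CPM in DSS+UA and 8.99 ± 6.30, 5.58 ± 4.46, 0.664 ± 0.350, 1.2 ± 0.792, 0.933 ± 0.630 and 4.36 ± 4.65 CPM in DSS (SD, n = 3), with log2 fold changes of 1.28, 1.56, 0.94, -0.081, -1.39 and 1.70 (SE 1.09, 0.97, 0.94, 0.81, 1.05 and 1.33, edgeR adjusted p = 0.456, 0.304, 0.532, 0.957, 0.400 and 0.416). Log2 fold changes turned sign without DSS+UA 2 (-1.25) for Mcpt1, without DSS+UA 2 (-0.66) for Mcpt2, without DSS+UA 2 (-0.72) and by limma-voom (-0.19) for Mcpt4, without DSS 1 and 3 (0.33 and 0.14) and DSS+UA 1 and 3 (0.41 and 0.12) for Cpa3. In DSS+UA replicates 1, 2 and 3, Mcpt1 was at 4.58, 57.8 and 3.16 CPM and Mcpt2 at 3.27, 42.1 and 3.99 CPM.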

### 3.4. UA Regulates the Microenvironment of the Intestinal Flora of DSS-Induced Mouse UC

To investigate the regulatory effect of UA on intestinal microorganisms, the observed species and diversity were analyzed by 16S rRNA amplicon sequencing. We found that UA could significantly reduce the community richness of bacteria and the Chao index (*P* value = 0.038) in the gut (Figure 6(a) and 6(b)). However, there was no significant difference in the Shannon index (*P* value = 0.319) (Figure 6(c)) and the Beta diversity index (data not shown). To determine the bacteria biomarkers of each treatment group, the LDA (Linear Discriminant Analysis) effect size of four groups was analyzed by LEfSe software. The Con and DSS groups owned more biomarkers, and the biomarkers were reduced by UA treatment (Figure 6(d)). The major biomarker of UA + DSS was Verrucomicrobia, while the major biomarker of the DSS + UA group was Gammaproteobacteria (Figure 6(d)).

## 4. Discussion

Inflammatory bowel disease (IBD) has been a global disease leading to low life-quality and high societal costs [40]. UC and Crohn's disease (CD) are the two main IBD pathological subtypes. In contrast to CD, UC lesions occur mainly in the mucosa of the colon due to genetic immune, environmental factors, and intestinal microbes [2]. In this study, the early prevention (UA + DSS group) and late treatment (DSS + UA group) effects of UA were analyzed by the DSS-induced UC mouse model. The early prevention effect of UA could effectively delay mouse weight loss and colon length shorten (Figure 1). However, the late treatment effect of UA only delayed colon length shorten, and there was no significant difference in body weight between the DSS + UA group and the DSS group (Figure 1), but the no difference in body weight might be caused due to short UA administration time (only 5 days). However, in previous studies, UA treatment for 7 days could improve SOD activity and reduce malondialdehyde (MDA) and myeloperoxidase (MPO) activity to relieve the reduction of body weight and stool blood [12]. Meanwhile, UA treatment for 9 days in the UA + DSS group showed significant weight recovery (Figure 1(b)). So, prolonged administration of UA may contribute to weight recovery in UC mice.

To further elaborate the mechanism of UA in the prevention and treatment of UC, the correlation between the transcriptome and the phenotypes of each treatment group was analyzed by WGCNA. Three classical inflammatory pathways: MAPKs, IL-6/STAT3, and PI3K were enriched into the black module which was significantly positively correlated with the DSS group (Figure 3(b) and 1S). Mitogen-activated protein kinases (MAPKs) involve in the regulation of the synthesis of inflammation mediators by transcription and translation [41]. PI3K isoforms (PI3K*α*, *β*, *γ*, *δ*) play a particularly important role in chemokine-mediated recruitment and activation of innate immune cells at sites of inflammation and B and T cell development, differentiation, and function [42]. UA could also significantly reduce the IL-6 level in serum and downregulate the expression of inflammation-related genes (Figures 2(d), 3(c), and 3(d)). 

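In UA+DSS against DSS, the cytokine, PI3K-Akt, MAPK, ECM-receptor and TGF-β lists had median log2 fold changes of -1.32, -0.40, -0.29, -0.75 and -0.19 (camera adjusted p = 1.66e-12, 1.64e-04, 7.37e-04, 9.72e-06 and 0.270). In the UA+DSS group 40 of 195, 48 of 154, 67 of 198, 18 of 75 and 35 of 82 genes were higher, and edgeR called 9, 11, 12, 1 and 8 raised and 85, 45, 48, 23 and 16 lowered. When adjusted over the list alone these were 15, 14, 15, 2 and 9 raised and 105, 60, 63, 27 and 20 lowered. Adjusted p over the alternatives ran from 1.10e-14 to 0.271, 1.00e-05 to 0.345, 3.24e-05 to 0.388, 2.18e-08 to 0.345 and 0.113 to 0.589. The TGF-β list was called lower with the position score, chosen after seeing the data (0.0119). In DSS+UA against DSS, the cytokine, PI3K-Akt, MAPK, ECM-receptor and TGF-β lists had median log2 fold changes of -0.92, -0.39, -0.41, -1.31 and -0.30 (camera adjusted p = 2.90e-11, 1.21e-05, 5.22e-06, 5.30e-17 and 9.35e-04). In the DSS+UA group 25 of 195, 52 of 154, 60 of 198, 9 of 75 and 27 of 82 genes were higher, and edgeR called 1, 2, 5, 0 and 1 raised and 32, 27, 28, 26 and 15 lowered. With p adjusted over the list alone these were 2, 2, 7, 0 and 3 raised and 61, 46, 47, 38 and 24 lowered. DESeq2 called 4 raised and 59 lowered (cytokine), 2 raised and 44 lowered (PI3K-Akt), 7 raised and 52 lowered (MAPK) and 3 raised and 23 lowered (TGF-β). Over the alternatives adjusted p ran from 1.27e-13 to 0.199, 1.54e-06 to 0.199, 4.35e-07 to 0.199, 1.66e-19 to 0.181 and 2.47e-04 to 0.199.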

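In the colon of UA+DSS mice Ccl2, Ccl7, Ccl11 and Pf4 averaged 3.65 ± 1.87, 2.93 ± 2.45, 17.1 ± 2.12 and 11.1 ± 5.93 CPM (SD, n = 3), with log2 fold changes of -3.39, -3.35, -2.43 and -1.95 (SE 0.55, 0.63, 0.46 and 0.48, edgeR adjusted p = 0.00920, 0.0114, 0.0113 and 0.0206) against DSS. The receptor and cytokine genes Ccr2, Csf1, Il33, Il6st and Il6 averaged 14.2 ± 6.23, 18.0 ± 3.47, 9.72 ± 2.94, 118 ± 15.3 and 0.457 ± 0.575 CPM, with log2 fold changes of -1.62, -1.06, -3.14, -1.21 and -4.94 (SE 0.41, 0.29, 0.48, 0.28 and 1.14, edgeR adjusted p = 0.0227, 0.0287, 0.00800, 0.0172 and 0.0183). The matrix genes Tgfb1, Col1a1 and Itga5 averaged 21.0 ± 6.23, 177 ± 115 and 43.5 ± 24.5 CPM, with log2 fold changes of -1.97, -1.75 and -1.84 (SE 0.28, 0.61 and 0.43, edgeR adjusted p = 0.00725, 0.0698 and 0.0190). Over their alternatives Ccl2, Ccl7, Il33 and Tgfb1 had adjusted p of at most 0.0428, 0.0449, 0.0449 and 0.0381. With the position score none of them was called. Pf4 was over 0.05 without DSS 1 (0.0623) and UA+DSS 2 and 3 (0.0951 and 0.0700) (range 5.83e-04 to 0.0951). Adjusted p of Ccr2, from 0.00154 to 0.0922, passed 0.05 without DSS 2 (0.0609) and UA+DSS 2 and 3 (0.0922 and 0.0683). Csf1 lost its call without DSS 2 (0.0842) and UA+DSS 2 and 3 (0.116 and 0.0872) (range 0.00495 to 0.116). Il6 was over 0.05 without UA+DSS 1 and 2 (0.0594 and 0.0805) (range 3.27e-05 to 0.0805). Over its alternatives Col1a1 ran from 0.0139 to 0.205 and was called by DESeq2. Itga5 lost its call without DSS 2 (0.0538) and UA+DSS 1 and 2 (0.0500 and 0.0622) and in the 2-group fit (range 4.14e-04 to 0.0622). Without UA+DSS 2 adjusted p was over 0.05 for Ccl11 and Il6st, at 0.0617 and 0.0832, their highest (lowest 5.69e-04 or less). Without UA+DSS 1 log2 fold changes were -4.20 (Ccl7), without DSS 3 -4.20 (Il6), and without UA+DSS 3 -6.78 (Il6).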

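In the colon of DSS+UA mice Ccl2, Ccl7, Ccl11 and Pf4 averaged 11.2 ± 6.06, 11.4 ± 4.57, 17.1 ± 9.35 and 15.9 ± 5.25 CPM (SD, n = 3), with log2 fold changes of -1.78, -1.39, -2.43 and -1.44 (SE 0.52, 0.58, 0.46 and 0.47, edgeR adjusted p = 0.0571, 0.139, 0.0202 and 0.0752) against DSS. There the receptor and cytokine genes Ccr2, Csf1, Il33, Il6st and Il6 averaged 23.7 ± 13.4, 20.2 ± 2.93, 19.9 ± 8.90, 97.7 ± 28.6 and 2.83 ± 3.35 CPM, with log2 fold changes of -0.88, -0.90, -2.10, -1.48 and -2.37 (SE 0.40, 0.28, 0.46, 0.28 and 0.98, edgeR adjusted p = 0.165, 0.0703, 0.0285, 0.0202 and 0.137). Of the matrix genes, Tgfb1, Col1a1 and Itga5 averaged 37.8 ± 4.47, 176 ± 72.8 and 42.3 ± 7.43 CPM, with log2 fold changes of -1.12, -1.76 and -1.88 (SE 0.27, 0.61 and 0.43, edgeR adjusted p = 0.0366, 0.0921 and 0.0333). Ccl2 was called without DSS 1 (0.0407), by DESeq2, with at least 10 counts in every sample and with library size only (range 0.00801 to 0.167). Ccl11 was over 0.05 without DSS+UA 2 (0.0778) and in the 2-group fit (range 8.01e-06 to 0.0778). Over its alternatives Pf4 ran from 0.0192 to 0.210 and was called by DESeq2. Csf1 was called by DESeq2 (range 0.0266 to 0.211). Il33 was over 0.05 without DSS 2 (0.0681) and DSS+UA 2 and 3 (0.0805 and 0.0981) (range 2.07e-04 to 0.0981). Adjusted p of Il6st, from 4.20e-05 to 0.0975, passed 0.05 without DSS+UA 2 and 3 (0.0676 and 0.0975). Tgfb1 lost its call without DSS 1 and 2 (0.0531 and 0.109) and DSS+UA 1, 2 and 3 (0.0713, 0.0851 and 0.131) and in the 2-group fit (range 0.00329 to 0.131). Col1a1 was under 0.05 by DESeq2 (range 0.0190 to 0.239). Adjusted p of Itga5, from 5.47e-04 to 0.12, passed 0.05 without DSS 2 (0.0934) and DSS+UA 1, 2 and 3 (0.0537, 0.115 and 0.12) and with no filter.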

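The reference gene that the paper names, Gapdh (ENSMUSG00000057666, 6:125161715-125166467), averaged 13.2 ± 3.86 CPM in the Con, 68.2 ± 89.2 CPM in the DSS, 6.60 ± 1.26 CPM in the UA+DSS and 11.1 ± 5.00 CPM in DSS+UA (SD, n = 3). It had log2 fold changes of 2.36, -3.37 and -2.62 in DSS against Con, UA+DSS against DSS and DSS+UA against DSS (SE 0.89, 0.94 and 0.91, edgeR adjusted p = 0.0739, 0.0338 and 0.0888). In that order, Gapdh was called without DSS 3 (0.0112) and by DESeq2 (range 0.0112 to 0.673). Gapdh was over 0.05 without DSS 1 (0.141) and UA+DSS 1, 2 and 3 (0.0849, 0.119 and 0.109), by limma-voom, with no filter and in the 2-group fit (range 3.27e-04 to 0.194). Over its alternatives Gapdh ran from 0.00903 to 0.504 and was called without DSS 3 (0.0348) and by DESeq2. Without DSS 1 these log2 fold changes were 0.36, -1.38 and -0.61. Gapdh overlaps Iffo1 in antisense. Other genes share 58.4% of the sequence of Gapdh, so its counts are uncertain and these differences may not be those of its mRNA.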

IL-6 regulates various cells including epithelial cells, macrophages, neutrophils, and T cells to activate early immune responses [43]. In IBD patients, multiple aberrancies in lipid metabolism have been found, and fatty acids may affect cytokine production and inflammation response [44–46]. AMP-activated protein kinase (AMPK) plays a key role as a master regulator of cellular energy homeostasis and is also thought to be important for regulating fatty acid metabolism [47]. The activation of the AMPK-FOXO3 pathway reduces the fatty acid-induced increase in intracellular reactive oxygen species [48]. In our results, the prevention and treatment effects of UA on UC are achieved by activating AMPK/FOXO signaling pathways that upregulate fat acid metabolism (Figure 4).

Immune cell infiltration is an important biomarker of inflammation. DSS feeding resulted in an increased production of macrophage-derived cytokines in BALB/c mice [26]. We also found macrophages accounted for the highest proportion of immune infiltrating cells in the DSS-induced UC model (Figures 5(a) and 5(b)). The proportion of macrophages was significantly reduced in two UA treatment groups (Figure 5(b)). UA inhibits NF-*κ*B activation in both intestinal epithelial cells and macrophages and attenuates experimental murine colitis [13]. However, the infiltration of neutrophils in IBD leads to loss of barrier function and apoptosis of epithelial cells [49]. UA treatment reduced the proportion of neutrophils in the colonic mucosa of DSS-induced UC models (Figure 5(k)). CD4 T cells, also known as T helper (Th) lymphocytes, differentiate into a variety of Th cell types and are key in mediating inflammation [50]. In our model, the proportion of CD4 T cells was downregulated in the DSS-induced UC model, while UA could mitigate this decline in the ratio (Figure 5(c)). However, the types of these CD4 T cells still need further analysis.

At present, there is no single agent that has been proven to cause IBD. The role of gut microbes has been suspected because of potential infectious, particularly when the intestinal epithelial barrier is destroyed [51]. UA has a potential antibacterial effect by inhibition of protein synthesis and the metabolic pathway [18]. In our studies, the community richness of bacteria, Chao index, and bacteria biomarkers were markedly decreased in two UA treatment groups (Figure 6). This reduction of community richness of bacteria would reduce the innate immune response and inflammation due to the destruction of the epithelial barrier (Figure 7). In studies on liver fibrosis, it has been found that UA could prevent intestinal damage caused by carbon tetrachloride by improving intestinal flora disturbance [19–21]. In our research, the major biomarker of the UA + DSS group was Verrucomicrobia by LEfSe (Figure 6(d)). Meanwhile, Verrucomicrobia has been recently proposed as a hallmark of a healthy gut due to its anti-inflammatory and immunostimulant properties and its ability to improve gut barrier function, insulin sensitivity, and endotoxemia [52].

In conclusion, we demonstrated that UA could prevent and ameliorate the DSS-induced UC mouse model. The function of UA against UC was through reducing intestinal flora abundance, regulating inflammatory and fatty acid metabolism signaling pathways to affect immune cell infiltration and cytokine expression (Figure 7). These results suggested that IBD susceptible populations would eat some foods or drink herb tea rich in UA such as apple, berries, and mulberry leaf tea to prevent and treat IBD. Of course, how much UA content through diet and tea per day is still to be further studied to prevent UC.

## Figures and Tables

**Figure 1:**
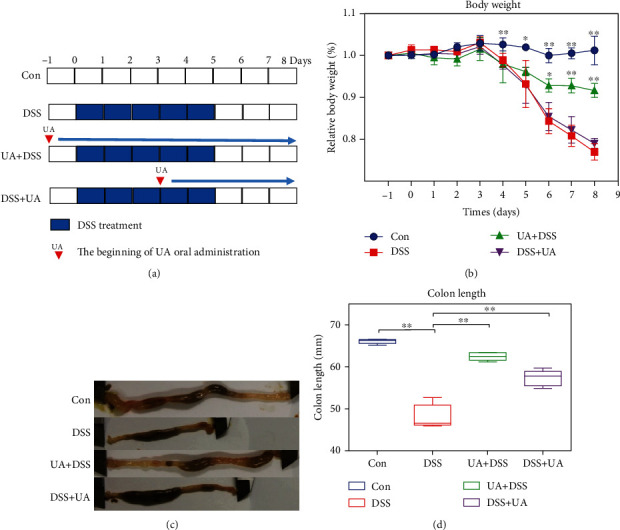
Effects of the UA on DSS-induced UC model. (a) Flow chart and time point of the DSS-induced UC model and UA treatment. The blue frame represented a 3% DSS drinking solution for one day. (b) The daily record of body weight in the DSS-induced UC model and UA treatment groups (*n* = 8). (c) The morphology and length of the colon in the DSS-induced UC model and UA treatment groups. (d) The box plot of colon length in the DSS-induced UC model and UA treatment groups (*n* = 8). Data represent the mean ± SD of values per group. Statistically significant results in different groups are marked by ^∗^*P* < 0.05 and ^∗∗^*P* < 0.01. There was no significant difference in the unmarked group.

**Figure 2:**
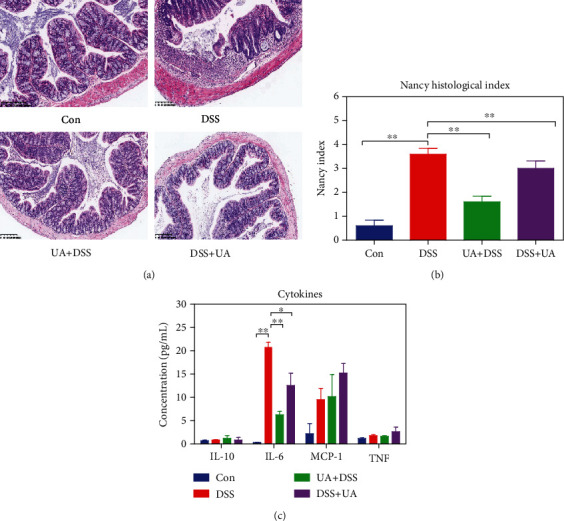
Effects of the UA against colon inflammatory and injure. (a) The histopathology of the colon by HE stain in the DSS-induced UC model and UA treatment groups. (b) Nancy index of each group according to the Marchal-Bressenot method in each group (*n* = 8). (c) Effects of UA on serum levels of four cytokines in the DSS-induced UC model and UA treatment groups (*n* = 8). Data represent the mean ± SEM of values per group. Statistically significant results in different groups are marked by ^∗^*P* < 0.05 and ^∗∗^*P* < 0.01. There was no significant difference in the unmarked group.

**Figure 3:**
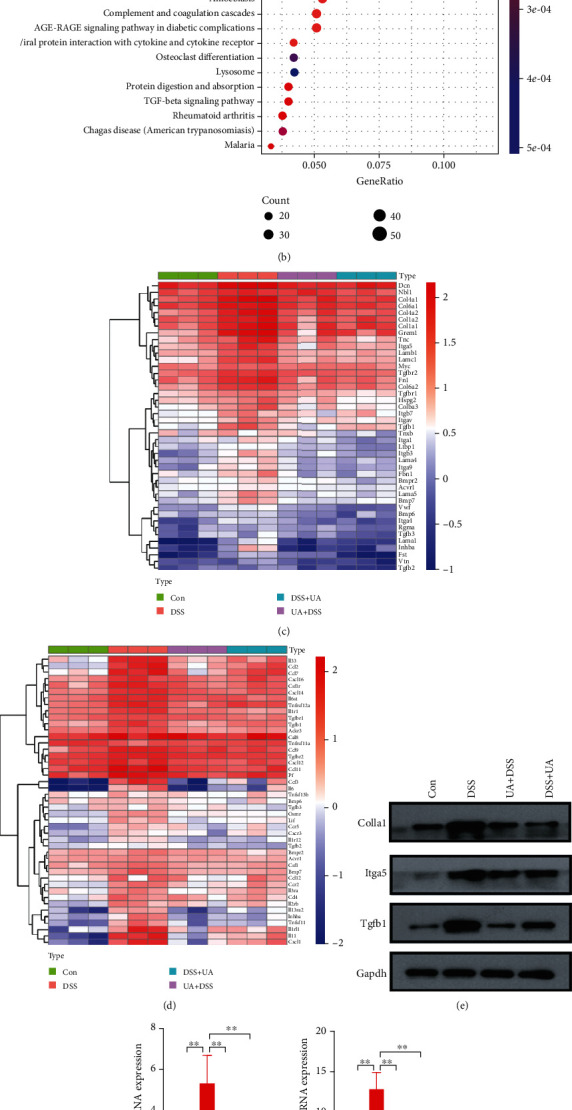
Transcriptome analysis and protein expression of the prevention and treatment of the DSS-induced UC model with UA treatment. (a) PCA analysis results of transcriptome under different treatments. (b) The KEGG signaling pathway enrichment results of black module genes by WGCNA. (c) Heatmap of ECM receptor interaction and TGF-*β* signaling pathway gene expression. (d) Heatmap of the cytokine-cytokine receptor signaling pathway gene expression. (e) Immunoblot analysis of Col1a1, Tgfb-1, and Itag5 in four groups of colonic tissues. (f) The relative mRNA expression of Il6, Tgfb-1, Ccr-2, and Csf-1 gene in four groups of colonic tissues.

**Figure 4:**
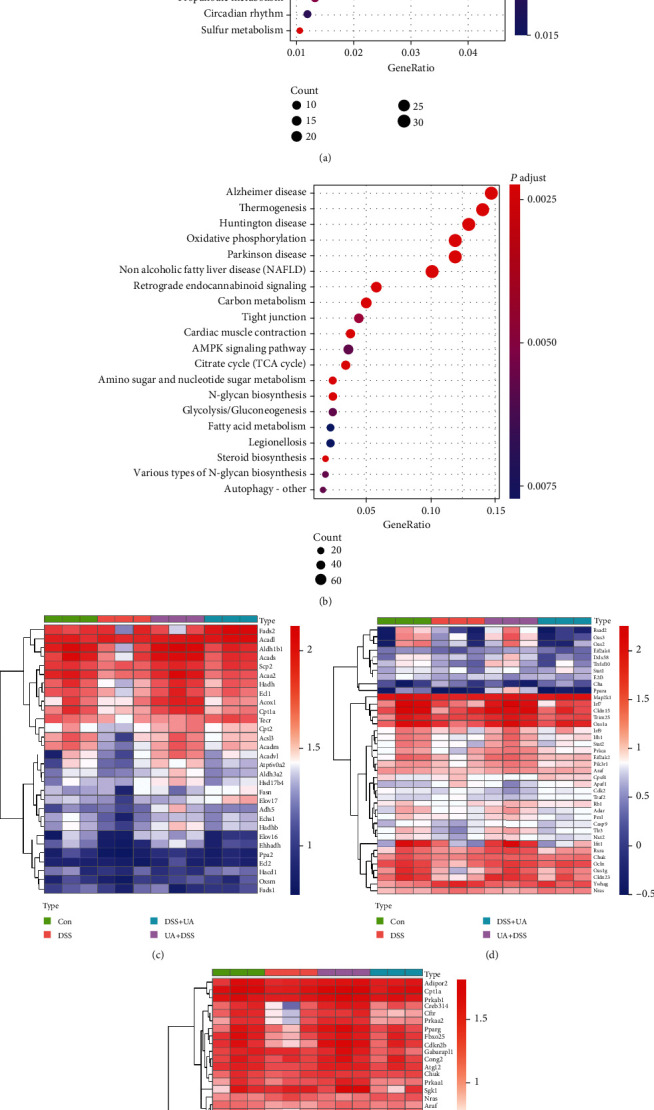
Gene expression modules associated with UA therapy and prevention. (a) The KEGG signaling pathway enrichment results of blue module genes associated with the phenotype of the UA + DSS group. (b) The KEGG signaling pathway enrichment results of red module genes associated with the phenotype of the DSS + UA group. (c) Heatmap of fatty acid metabolism signaling pathway gene expression. (d) Heatmap of the virus infection signaling pathway gene expression. (e) Heatmap of the AMPK and FoxO signaling pathway gene expression.

**Figure 5:**
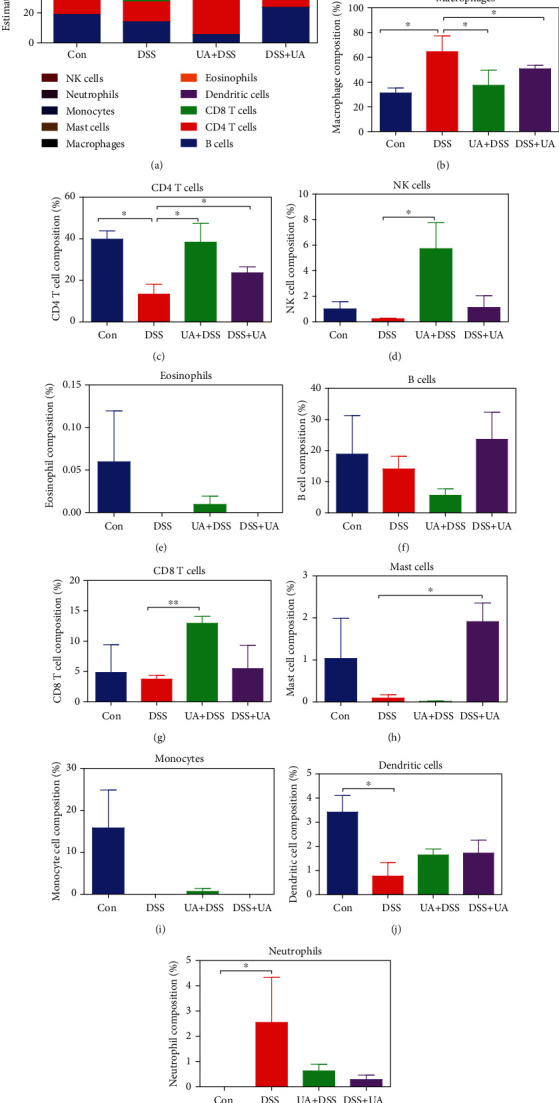
Composition of infiltrated immune cells among four UC experiment groups. (a) Fractions of 10 immune cells in Con, DSS, UA + DSS, and DSS + UA groups (*n* = 3 each group). (b) The proportion of macrophage change in four experimental groups. (c) The proportion of CD4 T cells change in four experimental groups. (d) The proportion of NK cell change in four experimental groups. (e) The proportion of eosinophil change in four experimental groups. (f) The proportion of B cell change in four experimental groups. (g) The proportion of CD8 T cell change in four experimental groups. (h) The proportion of mast cell change in four experimental groups. (i) The proportion of monocyte cell change in four experimental groups. (j) The proportion of dendritic cell change in four experimental groups. (k) The proportion of neutrophil change in four experimental groups. Data represent the mean ± SEM of values per group. Statistically significant results in different groups are marked by ^∗^*P* < 0.05 and ^∗∗^*P* < 0.01. There was no significant difference in the unmarked group.

**Figure 6:**
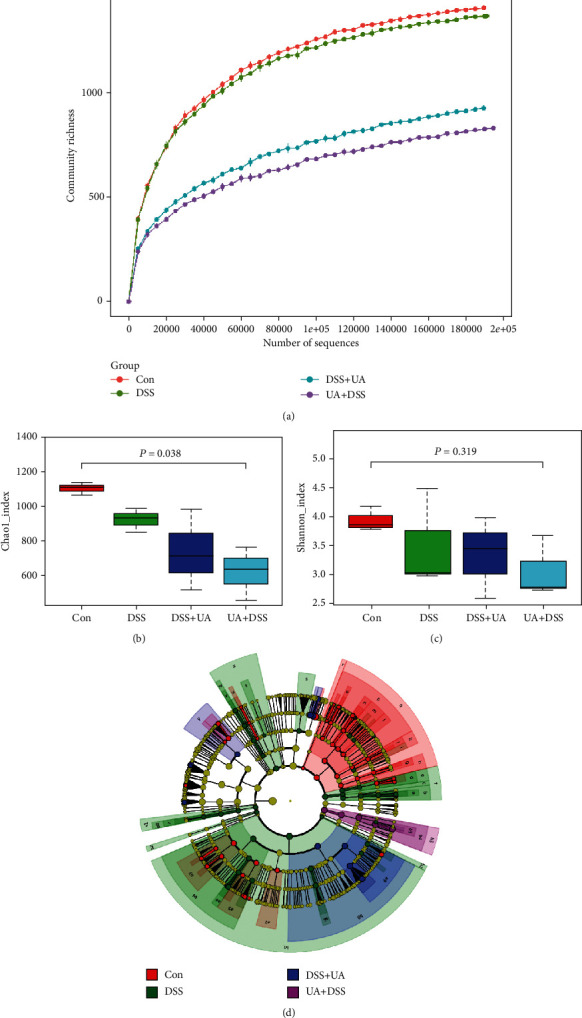
Analysis of the differential microbial community among the group. (a) Rarefaction curve of microbial community richness of Con, DSS, UA + DSS, and DSS + UA groups. (b) Alpha diversity index (Chao1_index) of intestinal within groups. (c) Alpha diversity index (Shannon_index) of intestinal within groups. (d) Cladogram of the LDA value from the Con, DSS, UA + DSS, and DSS + UA groups. The Kruskal-Wallis *H* test was used to analyze the significant differences between groups by *R*.

**Figure 7:**
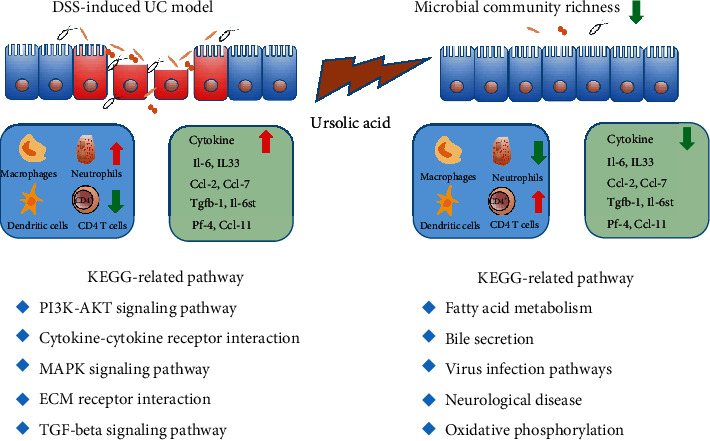
Schematic representation of UA function on the prevention and treatment of UC. DSS induced injury to the intestinal epithelial immune barrier, leading to the transfer of antigens into gut lamina propria. The red arrow means upregulation, and the green means downregulation.

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon request. The transcriptome data of this research have been submitted GEO database (Accession: GSE150688).

How the deposited data were processed for this re-analysis (not part of the article)

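Total RNA of the colon of 12 male C57BL/6 mice, 3 each of the Con, DSS, UA+DSS and DSS+UA groups, was sequenced. Groups and replicate numbers were taken from the sample labels and the paper. The authors mapped the reads to GRCm38 and took counts from Hisat2. The deposited files hold the authors' whole-number counts per Ensembl gene, without normalization. The version of the aligner, the counting program, the use of strand, the annotation release and the handling of reads matching several genes are not given in the sources used here.

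Each file lists 54532 genes, of which 54409 carry a name in the GRCm38 annotation used here. The 123 without one hold 0.0297% of the counts, were tested and are not named. Total counts were 15566216 to 19498383 per sample (median 18569669). The floor for a gene without counts was 3 counts, and 95% intervals of count ratios are exact binomial ones that cover counting error only. edgeR 4.0.16 in R 4.3.3 kept 17658 genes by filterByExpr, scaled by TMM and fitted 1 robust quasi-likelihood model to the 12 samples. Pairs of groups were compared by its quasi-likelihood test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. It was tested on simulated data, drawn from the means, dispersions and library sizes of these samples with 200 genes changed.

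Gene lists for 12 pathways and 14 cell types, written from general knowledge, were tested with camera of limma 3.58.1 (preset correlation 0.01), and 6 of their genes were not matched. Principal components, module eigengenes and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, from log2 CPM with a prior count of 2.

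The genes named in the text were set by a rule written before the counts were opened, but after the paper's figures were seen. It takes the genes the paper names, the 3 raised and 3 lowered most in each comparison with DSS (called, mean log2 CPM of at least 1, no overlap between groups), the 3 smallest p of each list at its claim, 10 genes of AMPK, FoxO and fatty acid metabolism, and markers of the cell types. The result for 1 gene that it takes is not reported here. Genes outside the rule are said to be chosen after their values were seen.

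Alternatives were DESeq2 1.42.0, limma-voom, library size or upper-quartile scaling, no filter or at least 10 counts in every sample, a 2-fold threshold, a fit of the 2 groups compared, the replicate number as a block, fry and an estimated correlation for lists, other settings of the PCA and eigengenes, and leaving out each library. The colon position score was added after the values were seen. WGCNA, KEGG and seq-ImmuCC were not run, so modules are those of Table 1S and cell types are marker lists per total mRNA. Histology, serum cytokines, fecal microbiota, RT-PCR and immunoblots of the paper were not analysed here.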

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

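The tests of colon position, of small intestine tissue and of a wrong label were chosen after their results were seen, as was the library in the count of acinar genes.

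Genes of the exocrine pancreas, which the paper does not report on, stood far above their level in the Con libraries in 1 DSS library. The listed acinar genes summed to 19471 CPM in DSS 3 and to 36.6 to 582 CPM in the other libraries. Of 12 acinar genes, 12 were highest in DSS 3, with Ctrb1 at 4403 CPM, which argues against genes that vary apart from each other. Cela1 is also expressed in the other libraries, at 29.5 to 561 CPM. Pancreas tissue taken with the colon of that mouse may be the source. No biological explanation was tested.

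Genes of the small intestine likewise rose above the Con level, to a sum of 1639 CPM in DSS 2 and 369 CPM in DSS+UA 3, with 35.7 CPM in UA+DSS 2 and at most 5.30 CPM elsewhere. Of the 8 listed genes under 1 CPM in the Con group, 8 had DSS 2 and DSS+UA 3 as their highest libraries. Apoa1 was at 823 and 161 CPM there and at most 0.21 CPM in the Con libraries. Small intestine tissue in these samples is a candidate explanation. A change of the epithelium itself stays open, untested.

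Osr2, looked up after its values were seen, is the gene called between UA+DSS and Con, and the paper does not discuss it. It averaged 84.2 ± 46.1 CPM in the UA+DSS group and 0.289 ± 0.184 CPM in the Con group (SD, n = 3 each), a log2 fold change of 8.17 (SE 0.84, edgeR adjusted p = 0.0218, and 8.79 without Con 2), and 0.917 and 0.484 CPM in the DSS and DSS+UA groups. It was not called without any 1 Con library, UA+DSS 1 or DSS+UA 1 or 2 (0.0510 to 0.271), with no filter (0.0822), by limma-voom (0.0736) or with the position score (0.355). Without DSS 2 edgeR also called Slc10a2 (0.0459), without UA+DSS 2 Clca4b, C3 and Gm29216, and without UA+DSS 3 Gm27605, all chosen after their values were seen. Hoxb6 and Hoxb13, chosen likewise, averaged 60.3 and 4.54 CPM in the UA+DSS group against 6.66 and 235 CPM in the Con group. The Con libraries 1, 2 and 3 differed from each other, with position scores of 5.53, -3.03 and -1.83. For Hoxd13 the Con group held 3464 counts, but 15 without Con 1. Its ratio of Con to UA+DSS fell from 1038 to 6.86 without Con 1. A different stretch of colon may have been taken from the UA+DSS mice. Con 1, with the highest position score of its group, deviated from the other Con libraries against the difference of UA+DSS from DSS+UA (r = -0.489 across 17626 genes outside the Hox clusters, which are not independent), as that explanation requires. But of the 36 orders of the Con and DSS libraries within their groups 3 gave as low a correlation of score and deviation (one-sided exact p = 0.0833), so chance stays open. Small intestine tissue would have to make up 83.8% of a UA+DSS library to dilute Hoxb13 from its lowest DSS value, 81.1 CPM, to its highest UA+DSS value, 13.1 CPM. The 8 genes above sum to at most 35.7 CPM there, against 1639 CPM in DSS 2, which argues against that tissue as the cause of the lower Hoxb13. Hoxb6 and Osr2 were at most 1.95 and 1.10 CPM in DSS 2 and DSS+UA 3, with the most of those genes, but at least 33.2 and 45 CPM in the UA+DSS libraries, which argues against that tissue as the cause of their higher values too. An effect of UA on Osr2 stays open.

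Between the UA groups, tested directly, edgeR called 2961 genes (1332 higher and 1629 lower in UA+DSS), 1582 of them by 2-fold or more. The balance turned among those (968 higher, 614 lower), by library size (1249, 1086) and by upper-quartile factors (1487, 1380). It called 1442, 560 and 1656 without UA+DSS 1, 2 and 3, and 1700 and 931 without DSS+UA 1 and 3. With the position score as a covariate 0 were called (5967 at an unadjusted p under 0.05 without it). Group means take 74.4% of that score's variance, so position and the start of UA cannot be told apart for these genes. A DSS or DSS+UA library under the label of Con 1, whose Hox genes are like those of DSS+UA, is argued against by S100a8 at 0.155 CPM, where the DSS libraries hold 221 to 6821 and the DSS+UA libraries 48.8 to 271 CPM. The earlier start of UA stays open.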

How the results depend on the processing

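The fit with the colon position score was added after the values were seen, and is the only alternative here so chosen. The pseudo-F of the PCA, the 5 module correlations and the 2 shares of genes moving back toward Con had 15, 75 and 24 alternatives. Under all of these they kept their direction and their side of the threshold, or moved by less than their spread. For the module correlations the floor of the exact p left little room to pass, so their side of the threshold does not show stability. Apart from that fit, 1185 of the alternatives with all libraries for the 167 results of single named genes kept direction and call, 25 gained the call, 71 lost it and 2 reversed, and of those that left out a library 815 kept both, 12 gained, 158 lost and 17 reversed. For the 68 results of gene lists these were 260, 5, 67 and 4 with all libraries and 351, 21, 22 and 14 without 1 library. For the 7 counts of changed genes, 45 of the alternatives with all libraries and 22 without 1 stayed within 1.5 times, 2 and 2 were larger and 12 and 24 smaller. With the position score 104 of the 167 kept both, 1 gained the call, 49 lost it and 13 reversed (52, 5, 7 and 4 of the 68), and of the 7 counts 2 stayed within 1.5 times and 5 were smaller.

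With only the 2 groups compared in the fit, edgeR called 2131 genes in DSS against Con (2092 of them among the 4688), 2072 in UA+DSS against DSS (1813 among the 3300), 430 in DSS+UA against DSS and 2035 in DSS+UA against Con, but 4284 in UA+DSS against DSS+UA (2961 in the fit of 12 samples). The cause was not tested. DESeq2 called 3126 in DSS+UA against DSS and 376 in UA+DSS against Con. Asking also for an absolute log2 fold change of at least 1 left 879 in DSS+UA against DSS, 1774 of 3193 in DSS+UA against Con and 1582 of 2961 in UA+DSS against DSS+UA. Of the 879, 110 were raised and 769 lowered, and of the 1774, 599 were raised and 1175 lowered. Without a filter on low counts 882 were called in DSS+UA against DSS. In UA+DSS against Con, where 2132 genes had an unadjusted p under 0.05 in edgeR, 0 were called without a filter, with at least 10 counts in every sample, by limma-voom or with the position score. With the position score 3 were called in UA+DSS against DSS, 199 in DSS+UA against DSS, 0 in UA+DSS against DSS+UA (5967 at an unadjusted p under 0.05 without it) and 3876 among the groups, where 6182 were called without it.

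Leaving out each library of the groups compared gave 2894 to 4284 changed genes in DSS against Con, 183 to 3601 in UA+DSS against DSS, 25 to 1438 in DSS+UA against DSS, 0 to 4 in UA+DSS against Con, 1062 to 3229 in DSS+UA against Con (1886 without Con 2, 1563 without Con 3, 1809 without DSS+UA 1 and 1062 without DSS+UA 3), 560 to 2098 in UA+DSS against DSS+UA and 3711 to 6294 among the groups (3711 without DSS+UA 3). Of the calls in DSS+UA against Con 50.5% were raised with TMM, 39.9% by library size (1035 raised, 1557 lowered) and 38.8% by upper-quartile factors (1192 raised, 1880 lowered).

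Among single genes, log2 fold changes reversed with the position score to 0.059 (Prkaa1) in DSS against Con, -2.44 (Abca12), -0.14 (Cd8a), -0.34 (Gzma), -0.50 (Klrb1c), -1.02 (Ncr1), -0.79 (Nts), -0.23 (Prkaa1) and -0.40 (Ugt2b5) in UA+DSS against DSS, -0.29 (Cma1), 0.15 (Foxo3), -0.96 (Ly6g) and 0.16 (Prkaa1) in DSS+UA against DSS. Under limma-voom they reversed to -0.10 (Ncr1) in UA+DSS against DSS, -0.19 (Mcpt4) in DSS+UA against DSS. Leaving out libraries, those that reversed ranged from -0.47 to 0.20 (Fasn) and -0.53 to 0.12 (Prkaa1) in DSS against Con, -0.28 to 0.82 (Cd8a), -0.15 to 0.53 (Fasn), -0.27 to 1.87 (Klrb1c) and -0.30 to 0.98 (Ncr1) in UA+DSS against DSS, -1.18 to 0.41 (Cpa3), -1.25 to 2.04 (Mcpt1), -0.66 to 2.45 (Mcpt2), -0.72 to 1.53 (Mcpt4) and -0.14 to 0.84 (Prkaa2) in DSS+UA against DSS. The cause was not tested.

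Of the gene lists called by camera, an estimated correlation called 0 in each comparison, and fry 10 in UA+DSS against DSS and 9 in DSS+UA against DSS. With the estimated correlation adjusted p was 0.414 (CD4 T cell), 0.223 (cytokine), 0.282 (ECM-receptor), 0.459 (fatty acid degradation), 0.394 (macrophage), 0.317 (MAPK), 0.282 (neutrophil) and 0.240 (PI3K-Akt) in DSS against Con, 0.462 (bile secretion), 0.271 (cytokine), 0.345 (fatty acid degradation), 0.545 (fatty acid metabolism), 0.575 (interferon), 0.483 (macrophage) and 0.345 (neutrophil) in UA+DSS against DSS, 0.199 (cytokine), 0.541 (fatty acid degradation), 0.457 (fatty acid metabolism), 0.372 (FoxO), 0.372 (macrophage), 0.541 (neutrophil) and 0.199 (oxidative phosphorylation) in DSS+UA against DSS. Under fry it was 0.0359 (FoxO) and 0.0274 (TGF-β) in DSS against Con, 0.0730 (fatty acid metabolism), 0.158 (interferon) and 0.0883 (macrophage) in UA+DSS against DSS, 0.148 (fatty acid degradation), 0.0782 (fatty acid metabolism), 0.0670 (macrophage) and 0.211 (neutrophil) in DSS+UA against DSS, with the AMPK list reversed at 0.806 in DSS+UA against DSS. With at least 10 counts in every sample it was 0.0358 (fatty acid metabolism) in DSS against Con, 0.215 (neutrophil) in DSS+UA against DSS, and 0.761 (AMPK) in DSS+UA against DSS reversed. With library size only the AMPK list reversed, at 0.991 in DSS against Con, 0.826 in DSS+UA against DSS. With the position score adjusted p was 0.0457 (FoxO) in DSS against Con, 0.75 (bile secretion), 0.0308 (CD4 T cell), 0.308 (fatty acid metabolism), 0.0149 (FoxO) and 0.210 (macrophage) in UA+DSS against DSS, 0.132 (FoxO) in DSS+UA against DSS, the TGF-β list was called lower in UA+DSS against DSS (0.0119), and the reversed lists were at 0.697 (AMPK) in DSS against Con, 0.308 (AMPK), 0.546 (interferon) and 0.416 (NK cell) in UA+DSS against DSS. The cause was not tested.

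Leaving out libraries, the adjusted p of lists tested at a claim whose call or direction changed ranged from 0.337 to 0.918 (AMPK), 0.0356 to 0.299 (FoxO), 0.0463 to 0.299 (TGF-β), 0.00671 to 0.0946 (fatty acid degradation) and 0.0109 to 0.224 (fatty acid metabolism) in DSS against Con, 0.00398 to 0.405 (CD4 T cell), 0.180 to 0.983 (CD8 T cell), 0.446 to 0.996 (NK cell) and 0.00304 to 0.165 (fatty acid metabolism) in UA+DSS against DSS, 0.644 to 0.939 (AMPK), 0.0448 to 0.726 (CD4 T cell), 0.00559 to 0.0508 (FoxO), 0.0452 to 0.768 (dendritic cell), 0.00353 to 0.0712 (fatty acid degradation), 0.224 to 0.768 (mast cell) and 6.03e-04 to 0.0752 (neutrophil) in DSS+UA against DSS.

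Libraries with the same replicate number did not deviate together from their group means (r of -0.216 to 0.187 over 18 pairs, median 0.0412, over 0.1 in 5), so they share only a number. With the replicate block edgeR called 552 genes in DSS+UA against DSS, and the fatty acid metabolism list had adjusted p = 0.0404 in DSS against Con. Depth limits the genes near the floor of 3 counts, whose fold changes are given as bounds or with counting intervals, and 22641 genes had no count in any library.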

Differences from the paper's values

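The 5 module correlations differed from the paper's values by less than their jackknife errors, and the copy of Table 1S used here holds 14 modules where the paper states 15. Statements of direction differ as follows.

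The paper places the AMPK and FoxO pathways lower in DSS than in Con and with UA. Here 46 of 99 AMPK genes and 68 of 118 FoxO genes were higher in DSS than in Con (camera adjusted p = 0.898 and 0.0753). The FoxO list was called up there by fry (0.0359), without Con 2 or DSS 1 (0.0420 and 0.0356) and with the position score, chosen after seeing the values (0.0457). It was lower, not higher, in DSS+UA than in DSS (0.0120), and no setting called the AMPK list. Taken singly, Ppargc1a went the paper's way, lower in DSS than in Con (edgeR adjusted p = 0.00608) and higher in UA+DSS than in DSS (0.00972). Prkaa2 and Foxo3 were also called higher in UA+DSS, but not without DSS 1, DSS 2 or any 1 UA+DSS library. Prkaa1 was called higher there only with the replicate block (edgeR adjusted p = 0.0447). With the position score Ppargc1a, Prkaa2 and Foxo3 were not among the 3 genes called in UA+DSS against DSS. Prkaa2 was called lower in DSS than in Con only without Con 1 or DSS 3, and Foxo3 only without Con 1 or with the replicate block.

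The fatty acid metabolism and TGF-β lists moved in the paper's direction in DSS against Con but were not called (0.0621 and 0.0978). The first was called with at least 10 counts in every sample, with the replicate block and without Con 1, DSS 1 or DSS 3, and the second by fry and without DSS 1.

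The paper's cell proportions put CD4 T and dendritic cells lower in DSS and higher with UA. Per total mRNA, 8 of 8 CD4 T cell and 5 of 8 dendritic cell genes were higher in DSS, and no setting raised these lists with UA. Relative to the mean of 10 immune lists, a measure chosen after seeing the values, the CD4 T and dendritic cell differences had the paper's sign (DSS minus Con -0.79 and -2.22, UA+DSS minus DSS 0.80 and 1.10, DSS+UA minus DSS 0.24 and 0.46, exact p from 0.1, the smallest possible, to 0.4). Without the neutrophil list in that mean they were -0.14 and -1.57, 0.37 and 0.67, and 0.078 and 0.30 (exact p from 0.1 to 0.9). The paper finds more NK and CD8 T cells in UA+DSS, where 4 of 6 and 2 of 5 genes were higher and no setting called either list (relative values 2.04 and 1.47, exact p = 0.1, or 1.61 and 1.04, exact p = 0.1 and 0.2, without the neutrophil list). It finds more mast cells in DSS+UA, where 5 of 7 genes were higher and no setting called the list (relative value 1.00, or 0.84 without the neutrophil list, exact p = 0.5). Macrophage genes rose in DSS and fell in both UA groups as in the paper, but their relative values were -0.70 in DSS minus Con, 0.34 in UA+DSS minus DSS and, with the paper's sign, -0.56 in DSS+UA minus DSS (exact p = 0.3, 0.7 and 0.3), or -0.058, -0.097 and -0.73 without the neutrophil list (exact p = 0.9, 0.9 and 0.3).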

Other observations

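The tests of colon position, shared Gapdh reads, the total of immune cells and the splits of gene lists were chosen after their results were seen, and so was the test of the epithelium given here, which replaced another.

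With 3 mice against 3, 10 splits of the samples cannot exclude chance. In each of the 6 comparisons the real groups alone, 1 of 10 splits, gave as many changed genes (at most 93 in another split, for DSS against Con). As many lists as the real groups were called in 4 of 10 splits for DSS against Con. For UA+DSS against DSS and DSS+UA against DSS these were 2 of 10 each. In that order, other splits called up to 22, 16 and 19 lists, against 15, 16 and 16 for the real groups. The number of lists that camera calls thus does not set the real groups apart. For the 6182 genes differing among the groups, 1 of 100 splits gave as many (0 to 985 in the others), so that chance is excluded.

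Fatty acid and epithelial genes were lower in DSS. A lower share of epithelium could give this, and alone would raise every other cell type alike. The macrophage list relative to the smooth muscle list was -2.93 ± 0.69 in Con and -0.17 ± 0.27 in DSS (SD, n = 3 each, log2). That change of 2.75 argues against a lower share as the only change in cell content. It cannot tell whether a lower share lowered the fatty acid and epithelial genes, as macrophages may rise beside it. In DSS minus Con the mean log2 CPM was -0.77 for the colon epithelium list, -0.34 for fatty acid degradation and -0.21 for fatty acid metabolism. The fatty acid lists thus fell less than the epithelial one, as a lower share of epithelium allows. A lower share together with more macrophages stays open, as does an effect of DSS on these genes.

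The share of muscle layer in the tissue may differ between samples of 1 group. The spread of the smooth muscle list within groups (SD 0.616, log2) was at percentile 99.99 among 10000 random lists (median 0.133), but 9 of the other lists compared had a larger one.

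In DSS against Con the position score as a covariate gave 5382 changed genes, 4439 of them among the 4688, which argues against position as the whole cause there. For UA+DSS against DSS, 3 genes were called with the score (Il1r1 lower, Mnx1 and Gm8989 higher, chosen after their values were seen), and position and UA cannot be told apart for the rest because the UA+DSS scores (-5.70 to -4.16) lie outside those of DSS (0.366 to 3.10). The DSS+UA scores (4.11 to 5.06) lie outside those of DSS too. For DSS+UA against DSS 199 genes were called with the score and 1331 without it. Position and UA cannot be told apart for the genes that lost their call there.

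Gapdh was low and uneven, with a median of 10.4 CPM and a ratio of 33.0 between the highest and lowest library. Other annotated genes hold 58.4% of its 50-base stretches, so reads that match several genes may have been lost. Pgk1 shares 68.0% and stood at 253 to 989 CPM, and 217 genes that share stretches with Gapdh summed to 39.3 to 75.7 CPM. The glycolysis genes Tpi1, Pkm and Ldha had medians of 547, 947 and 1156 CPM. Their ratios between the highest and lowest library were 2.84, 3.09 and 2.82, and that of Pgk1 was 3.90. Gapdh thus stood apart from all of them in level and spread, and its counts may not follow its mRNA. Shared reads and a change in Gapdh cannot be told apart without the handling of such reads.

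More immune cells in all may raise CD4 T and dendritic cell genes in DSS per total mRNA. Relative to the mean of 9 immune lists (neutrophil left out) the CD4 T cell list was -0.14 and the dendritic cell list -1.57 (log2) in DSS minus Con, but the monocyte list was 1.83, so that some others must be negative. A larger total and more of these cells cannot be told apart from values relative to the lists themselves.

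Lists tested at no claim gave these median log2 fold changes and camera adjusted p. In DSS against Con they were 2.17 and 0.00663 (B cell), 2.99 and 1.66e-05 (monocyte), -0.63 and 0.0138 (colon epithelium), 2.35 and 0.0168 (CD8 T cell), 4.76 and 0.00453 (mast cell), -0.55 and 2.44e-08 (oxidative phosphorylation) and -0.95 and 0.00663 (interferon). Uncalled were eosinophil (0.119), plasma cell (0.0753), smooth muscle (0.0955), pancreas acinar (0.0621), NK cell (0.206) and bile secretion (0.415). Calls were lost for colon epithelium without Con 2 (0.0621) and DSS 2 (0.0556), CD8 T cell without DSS 2 (0.0728), interferon without Con 2 and 3 (0.116 and 0.0602) and DSS 3 (0.119), and gained for plasma cell without Con 3 (0.0371) and DSS 2 (0.0475), smooth muscle without Con 1 and 2 (0.0316 and 0.0188) and DSS 1 (0.0316), pancreas acinar without Con 1 and 2 (0.0394 and 0.0450) and DSS 1 and 2 (0.00429 and 5.82e-04), bile secretion without Con 1 (0.0369). Medians became 4.73 and 1.47 without Con 1 and DSS 1 (B cell) and 3.63, 5.86, 3.96 and 3.97 without Con 2, Con 3, DSS 1 and DSS 3 (mast cell). In UA+DSS against DSS they were -3.66 and 1.64e-04 (B cell), -3.13 and 2.03e-05 (monocyte), 0.73 and 0.00325 (colon epithelium), 0.76 and 0.0463 (smooth muscle), -11.92 and 0.00802 (pancreas acinar) and 0.52 and 2.40e-09 (oxidative phosphorylation), with -11.58 for the acinar list when genes without counts are set at their bound. Uncalled were eosinophil (0.377), plasma cell (0.0706) and mast cell (0.286). Calls were lost for smooth muscle without DSS 2 and 3 (0.202 and 0.0760) and UA+DSS 1 and 3 (0.0996 and 0.197), and gained for plasma cell without DSS 2 (0.0263) and UA+DSS 1 (0.0129). Medians became -1.75 without DSS 2 (monocyte) and -12.81, -2.80 and -12.96 without DSS 2, DSS 3 and UA+DSS 2 (acinar). In DSS+UA against DSS they were -2.68 and 3.83e-04 (monocyte), -0.87 and 0.0156 (plasma cell), 0.79 and 1.58e-05 (colon epithelium), -0.80 and 0.0156 (smooth muscle) and -9.40 and 0.0156 (pancreas acinar). Uncalled were B cell (0.660), eosinophil (0.431), CD8 T cell (0.532), NK cell (0.916), interferon (0.751) and bile secretion (0.627). Calls were lost for plasma cell without DSS 1 (0.117) and DSS+UA 1 and 3 (0.0711 and 0.0693), smooth muscle without DSS 1 (0.141) and DSS+UA 3 (0.0639), pancreas acinar without DSS 3 (0.610), and gained for CD8 T cell without DSS 3 (0.0448). Medians became -0.72 without DSS 2 (monocyte) and -10.19, -0.87 and -10.39 without DSS 2, DSS 3 and DSS+UA 2 (acinar). With all libraries kept fry lost 9 of these calls and gained 1, the position score lost 5 and gained 4, at least 10 counts in every sample lost 3, library size lost 1 and an estimated correlation lost all.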
